# Molecular profiling of stem cell-like female germ line cells in *Drosophila* delineates networks important for stemness and differentiation

**DOI:** 10.1242/bio.046789

**Published:** 2019-11-12

**Authors:** Manu D. Tiwari, Daniela M. Zeitler, Gunter Meister, Andreas Wodarz

**Keywords:** Stem cells, RNA-seq, *Drosophila*, RIP-seq, Transcriptome

## Abstract

Stem cells can self-renew and produce daughter cells destined for differentiation. The precise control of the balance between these two outcomes is essential to ensure tissue homeostasis and to prevent uncontrolled proliferation resulting in tumor formation. As self-renewal and differentiation are likely to be controlled by different gene expression programs, unraveling the underlying gene regulatory networks is crucial for understanding the molecular logic of this system. In this study, we have characterized by next generation RNA sequencing (RNA-seq) the transcriptome of germline stem cell (GSC)-like cells isolated from *bag of marbles* (*bam*) mutant *Drosophila* ovaries and compared it to the transcriptome of germ line cells isolated from wild-type ovaries. We have complemented this dataset by utilizing an RNA-immunoprecipitation strategy to identify transcripts bound to the master differentiation factor Bam. Protein complex enrichment analysis on these combined datasets allows us to delineate known and novel networks essential for GSC maintenance and differentiation. Further comparative transcriptomics illustrates similarities between GSCs and primordial germ cells and provides a molecular footprint of the stem cell state. Our study represents a useful resource for functional studies on stem cell maintenance and differentiation.

## Abstract (precis)

**Summary:** Fruit fly germline stem cell differentiation is accompanied by major changes of the transcriptome that may be regulated at the post-transcriptional level.

## INTRODUCTION

Since being first isolated and *in vitro* propagated from mouse blastocysts in 1981, stem cells have piqued considerable scientific interest and captivated the society, albeit with a fair share of debate (Baylis and McLeod, 2007; Evans and Kaufman, 1981; McLaren, 2001; Watt and Driskell, 2010). Stem cells are undifferentiated, mitotically active cells that can divide either stochastically or deterministically to renew themselves and produce progeny with restricted developmental potential (Morrison et al., 1997). Their hallmark self-renewal is essential for tissue maintenance in multicellular organisms and has for a long time held considerable promise for regenerative cell therapies (Singec et al., 2007).

All this enthusiasm for stem cells has been propelled by advances in stem cell biology, which have been fueled and complemented by research on model organisms (Hunter, 2008). For instance, the existence of the so-called stem cell niche as a microenvironment essential for stem cell sustenance was first discovered in ovaries of *Drosophila melanogaster*, and has since been observed in many different tissues across the plant and animal kingdoms (Morrison and Spradling, 2008; Xie and Spradling, 2000). Each of a pair of *Drosophila* ovaries comprises of 16–20 ovarioles, which represent chains of progressively more and more mature egg chambers. At the anterior end of each ovariole lies the germarium, harboring two or three germline stem cells (GSCs), cushioned by somatic cap and terminal filament cells, which form the niche. Upon asymmetric division, the GSC self-renews and produces a daughter cell called the cystoblast, which divides four times synchronously to form a 16-cell interconnected germline cyst. Following enclosure by somatic follicle cells, the cyst embarks on a maturation program, which ultimately culminates in the production of an egg ready for fertilization (Spradling et al., 2011).

Current evidence indicates that the GSC state is maintained primarily by repression of differentiation-inducing pathways through extrinsic as well as GSC-intrinsic mechanisms (Slaidina and Lehmann, 2014; Spradling et al., 2011; Xie, 2013). Niche-derived Decapentaplegic (Dpp) and Glass-bottom boat (Gbb) activate bone morphogenetic protein (BMP) signaling in the GSCs leading to the transcriptional repression of *bag of marbles* (*bam*), a key differentiation-inducing factor (Chen and McKearin, 2003; McKearin and Spradling, 1990; Song et al., 2004; Xie and Spradling, 1998). Dynamic adherens junctions tether GSCs to the niche and relative E-cadherin levels at these contact points regulate the stemness potential of individual GSCs (Jin et al., 2008; Song et al., 2002). Within the GSCs, the translational repressor Nanos (nos) functions together with Pumilio (Pum) to prevent precocious GSC differentiation by repressing Bam-independent differentiation pathways, similar to its role in maintenance of primordial germ cells (PGCs) in the larvae (Forbes and Lehmann, 1998; Gilboa and Lehmann, 2004; Lin and Spradling, 1997; Szakmary et al., 2005; Wang and Lin, 2004).

Spatial constraints after GSC division cause posterior displacement of one of the daughter cells which, due to limited Dpp diffusion, upregulates *bam* transcription and starts the differentiation program. In the intervening period in which the GSC daughter has originated but Bam has not yet accumulated to critical levels, the cell is assumed to exist as a pre-cystoblast (Gilboa et al., 2003; Ohlstein and McKearin, 1997). Upon attaining Bam criticality, the pre-cystoblast, now a cystoblast, suppresses stemness-maintaining factors and commences the differentiation program through yet unknown mechanisms (Li et al., 2009a). Bam expression is necessary as well as sufficient to initiate this program, as *bam* mutant cells arrest at the pre-cystoblast stage and ectopic Bam expression forces premature GSC differentiation (McKearin and Ohlstein, 1995; Ohlstein and McKearin, 1997). Furthermore, even the larval PGCs develop cysts when exposed to Bam without ever becoming GSCs (Gilboa and Lehmann, 2004).

Forward and reverse genetics approaches have helped in uncovering these and several other molecular factors important for GSC maintenance and differentiation. Initial insights came from the analysis of effects of female sterile mutations on oogenesis (Perrimon et al., 1986; Schupbach and Wieschaus, 1991). Bam was identified in a P-element-based insertional mutagenesis screen as a sterility-inducing recessive mutation (Cooley et al., 1988; McKearin and Spradling, 1990). Lately, genome-wide RNAi screens have led to the identification of generic cellular processes such as ribosome biogenesis, protein synthesis and epigenetic regulation as important for the GSC state (Sanchez et al., 2016; Yan et al., 2014).

Although Bam is a vital GSC differentiation factor, it does not possess any known conserved protein domains that could allude to its mode of action. Microarray-based and RNA-seq transcriptomics studies of *bam* mutant ovaries have documented ensuing gene expression changes, which could be direct or indirect consequences of Bam inactivity (Kai et al., 2005; Gan et al., 2010). Several lines of evidence, however, indicate that Bam might act at the RNA-level in cohort with known RNA-binding proteins, if not alone, in promoting early germ cell maturation. For instance, it forms complexes with Benign gonial cell neoplasm (Bgcn), Mei-P26 and Sex-Lethal (Sxl) to effectuate repression of GSC-maintenance factors such as *nos* (Li et al., 2009a, 2013; Shen et al., 2009; Chau et al., 2012). Since Bgcn, Sxl and mei-P26 are themselves expressed at moderate-to-high levels within the GSCs, one could surmise that transient Bam expression in post-GSC cells serves to bring together these protein complexes for repressing specific transcripts which are required cell-autonomously within the GSCs for their maintenance. Consequently, Bam has been proposed to act through a translational ‘gating mechanism’ wherein its transient activity might confer mRNA target specificity (Slaidina and Lehmann, 2014).

In this study, we explore the function of Bam by transcriptionally profiling *bam* mutant ovaries using next generation sequencing (NGS) and further use GFP-tagged lines to find Bam-associated transcripts. Using these data, we define Bam-responsive networks important for GSC maintenance and differentiation. By comparative analysis, we further describe parallels between PGCs and GSCs and how Bam induction might cause these cells to differentiate. Our expression and RNA-binding data provide a resource for designing and conducting further studies on stem cell self-renewal and maturation.

## RESULTS

### Mutation in *bam* causes a massive change in gene expression in the female germ line

With only two or three GSCs per ovariole, GSC gene expression profiling faces a challenge in that insufficient amounts of RNA might be available for sequencing. This problem can be attenuated by utilizing GSC-like cells which emerge as a consequence of *bam* mutation or Dpp overexpression (McKearin and Ohlstein, 1995; Xie and Spradling, 1998). The *bam^−/−^* mitotic GSC-like cell population comprises of GSCs and undifferentiated pre-cystoblasts as evidenced by the existence of single and dumbbell-shaped spectrosome-containing cells (Fig. S1) (Kai et al., 2005; Ohlstein and McKearin, 1997). These cells exhibit delayed cytokinesis, like GSCs and PGCs, and retain the potential to populate the gonad leading to the establishment of a functional germline (Niki and Mahowald, 2003). Furthermore, the pre-cystoblasts do not comprise a transit-amplifying population and might just exist to reoccupy a vacant GSC niche, in case one arises (Gilboa et al., 2003). Thus, these cells appear to be at least functionally equivalent to GSCs.

Since we were interested in identifying a Bam-responsive transcriptional program, we chose *vas*-GFP; *bam*^Δ*86*^/*bam*^Δ*86*^ flies (*bam^−/−^*) which have a near-complete deletion of the *bam* locus and in which the germline protein Vasa (Vas) is tagged with GFP. Further, to delineate the GSC-like transcriptome as accurately as possible, we used *vas*-GFP flies as our control population. In this way, we were able to compare the transcriptome of GSC-like cells to that of their differentiated progeny (Fig. 1A). Following FACS-sorting of PI^low^, GFP^high^ cells from *vas*-GFP; *bam*^Δ*86*^/*bam*^Δ*86*^ and *vas*-GFP flies, we isolated total RNA, enriched for mRNA, and subjected it to paired-end sequencing. 

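RNA-seq was performed on 3 samples of sorted germ cells from *bam-/-* flies and 3 samples from *vas*-GFP flies. The Vasa-GFP fusion marks germ cells, and propidium iodide (PI) enters dead cells, so that living germ cells could be separated from the dissociated ovaries. The authors aligned the paired-end reads with STAR, counted them per gene with HTSeq and compared both genotypes with DESeq2. What was analysed here was the authors' deposited table of that comparison, which gives each of 6555 genes a mean normalized count over all libraries, a log2 fold change, its standard error, a Wald statistic, a p-value and an adjusted p-value. Values of single libraries were not used here, so that the depth of each library and the spread between replicates are unknown and the comparison could not be refitted. The mean normalized counts in the authors' deposited table started at 17.3 and had a median of 1360. A Wald statistic is a log2 fold change divided by its standard error, so the product of both columns gave a second log2 fold change per gene, called the Wald log2 fold change, with the sign set so that a positive value is higher in *bam-/-*. It differed from the log2 fold change column, which lay a median of 1.05 above it. Among the 5547 genes with a mean normalized count of at least 100, the distance between both values ranged from 1.03 to 1.06 between the 5th and the 95th percentile. It was under 0.9 in 164 genes, of which 150 had a mean normalized count under 100. The p-values in the authors' deposited table belong to the Wald statistic, and directions were taken from it unless stated otherwise. A gene with a Wald log2 fold change between about −1.05 and 0 was therefore higher in *bam-/-* by the log2 fold change column and lower by the Wald statistic.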

Read alignment re-confirmed the *bam*^Δ*86*^ genotype (Fig. S2) and normalization indicated good sample clustering (Fig. S3).

**Fig. 1.**
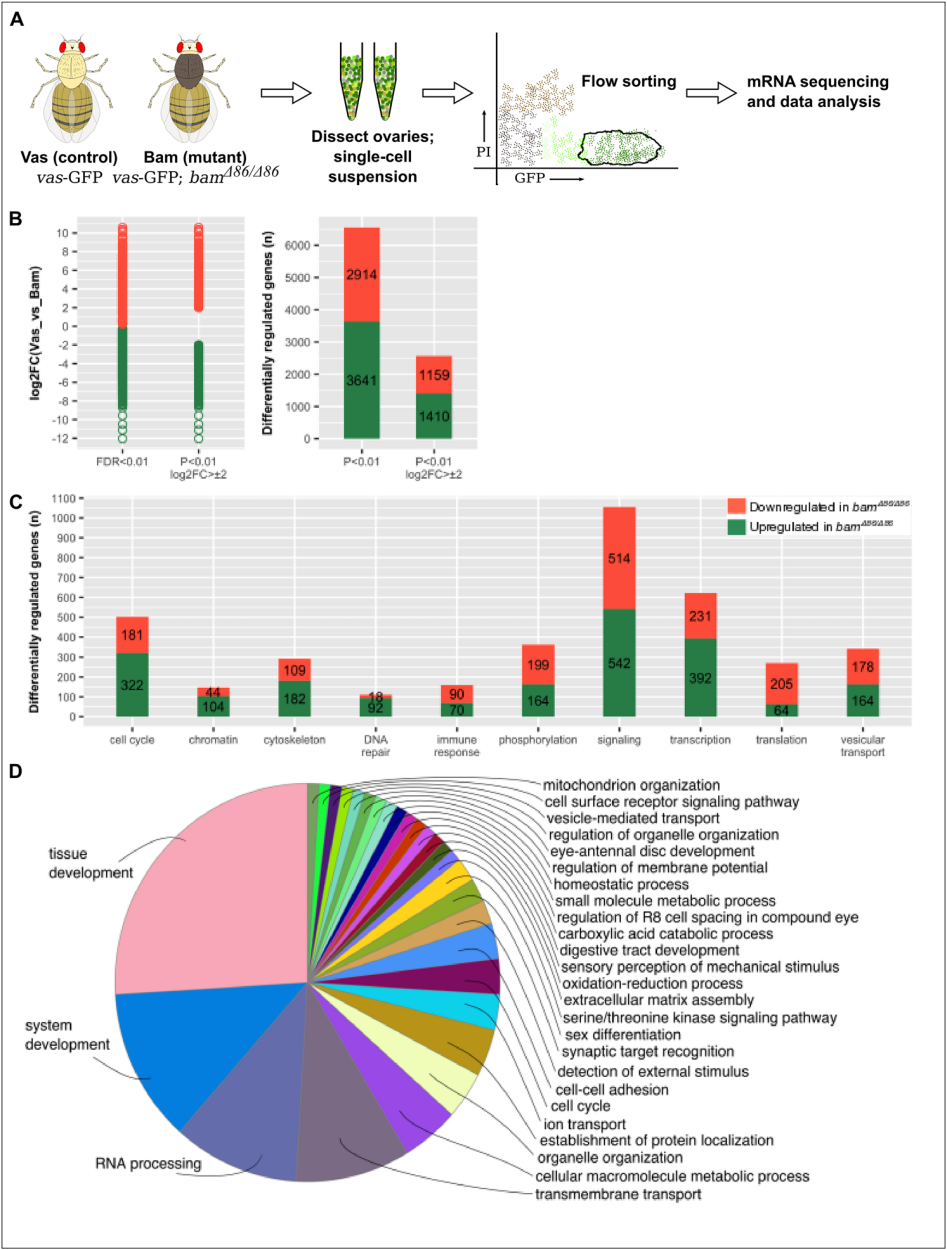
**Strategy and results summary for identifying the expression profile of GSC-like cells.** (A) FACS-based cell isolation and mRNA sequencing. (B) Distribution of the magnitude and frequencies of the differentially expressed genes at different filter [*P*-value and log_2_FC (fold change)] values. (C) Molecular function analysis of differentially regulated genes. (D) GO term analysis for biological processes of differentially regulated genes.

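At a log2 fold change past 2 in either direction, 1410 genes were upregulated and 1159 downregulated in *bam-/-* by the Wald log2 fold change computed from the authors' deposited table. With the log2 fold change column of the authors' deposited table in its place, 2484 genes were upregulated and 688 downregulated by more than 2, so that the ratio of up- to downregulated genes depended on the column used. The highest adjusted p-value from DESeq2 in the authors' deposited table was 0.000996.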

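The ratio of adjusted to unadjusted p-values in the authors' deposited table showed that the Benjamini-Hochberg adjustment had counted 10526 genes. The table listed 62.3% of that number. By its adjusted p-value the last listed gene ranked 7566th, so that 1011 genes with a lower p-value than this gene lay outside the authors' deposited table. Of the listed genes, 299 had no symbol in the authors' deposited table.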

In total, we found 6555 genes to be differentially regulated, which is approximately 43% of the *Drosophila* genome (Fig. 1B and Table S2). Of these, 3641 were upregulated while 2914 were downregulated in the *bam^−/−^* flies as compared to the control flies, with the magnitude of log_2_(fold change, FC) spanning from −9 to +11. 

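By the sign of the Wald statistic, 3641 of the listed genes (55.5%) were higher and 2914 lower in *bam-/-* than in *vas*-GFP. By the sign of the log2 fold change column, 4596 genes (70.1%) were higher and 1959 lower in the authors' deposited table. The difference came from 955 genes with opposite signs, whose log2 fold change lay between 0.07 and 0.80 in the column of the authors' deposited table and between −0.98 and −0.26 by the Wald statistic. The Wald log2 fold changes ran from −10.59 to 12.04, and the log2 fold change column of the authors' deposited table ran from −9.55 to 11.64. The gene with the largest Wald log2 fold change was *Cyp4p2* (standard error 1.19, adjusted p = 9.77e-24 from DESeq2 in the authors' deposited table). The lowest Wald log2 fold change was that of *Oat*, with a standard error of 0.15 in the authors' deposited table. From these changes in expression, the paper hypothesizes that upregulated transcripts bound to Bam are candidates for targets of Bam after transcription.

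**Figure D1:**
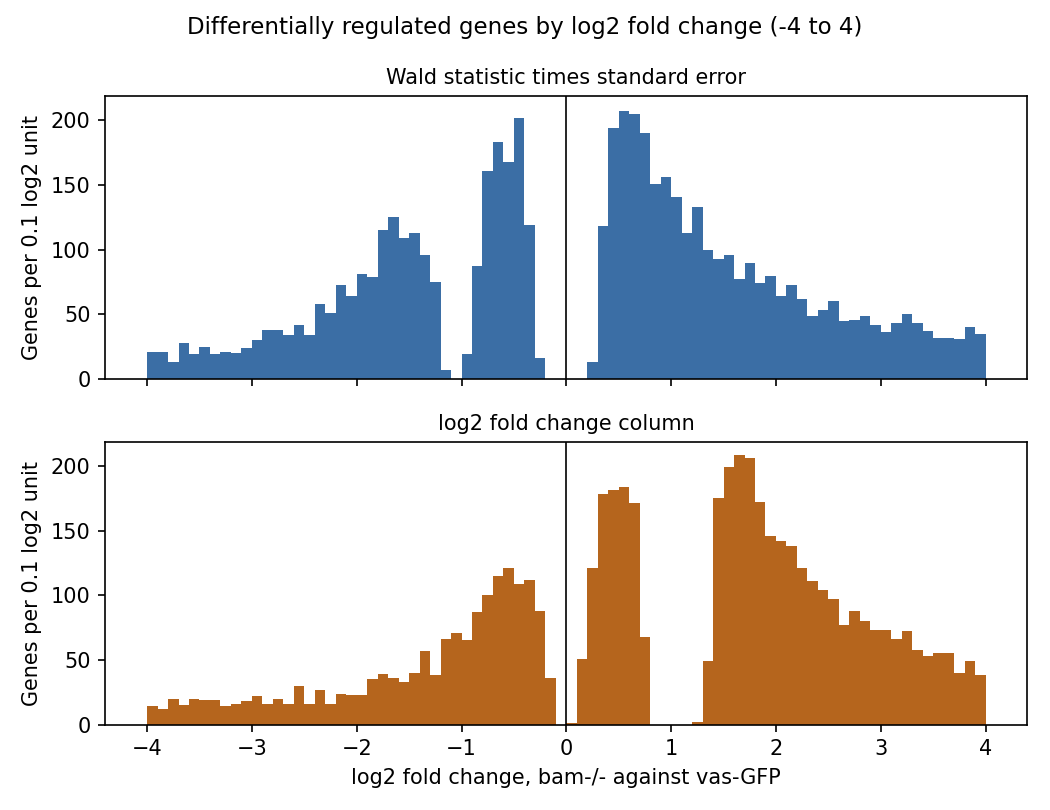
Number of differentially regulated genes per 0.1 log2 unit between −4 and 4 (y axis) against the log2 fold change of *bam-/-* against *vas*-GFP (x axis), by the Wald log2 fold change (top) and by the log2 fold change column of the authors' deposited table (bottom). Both histograms have the same shape about 1.05 apart, and 1 gene lay between −1.15 and −0.95 by the Wald statistic against 278 between 0.95 and 1.15.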

A cursory analysis of molecular function of these genes indicated their involvement in almost all biological processes such as cell cycle regulation, chromatin remodeling, transcriptional and translational regulation, among others (Fig. 1C). Gene ontology (GO) term enrichment analysis for the biological processes in which these genes are involved showed major involvement in tissue development and RNA processing (Fig. 1D).

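*nos* (FBgn0002962, chromosome 3R from 19157238 to 19160202 in the Release 6 assembly) had a Wald log2 fold change of 3.87 (standard error 0.14) and 4.90 in the log2 fold change column of the authors' deposited table. Its adjusted p from DESeq2 was 2.33e-158 at a mean normalized count of 4307 in the authors' deposited table. *pum* (FBgn0003165, chromosome 3R from 9066343 to 9237682) was higher in *bam-/-* by the log2 fold change column of the authors' deposited table (0.65) and lower by the Wald statistic (−0.40, standard error 0.07, adjusted p = 1.79e-07 from DESeq2). The direction of *pum* thus depended on the column read, while that of *nos* did not.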

On expected lines in our data was the transcriptional upregulation of *nos* and *pum*, since their activity is cell-autonomously needed within the GSCs for averting differentiation – this also reaffirms the GSC-like character of our purified and profiled cell population. There was also an upregulation of transcripts encoding fusome components (*hu-li-tai-shao*, ɑ*-* and β*-spectrin*, and *ankyrin*) as would be required for maintaining this mitotic population (Lin et al., 1994). Also on anticipated lines was the upregulation of *Bgcn*, a DExH-box family of RNA-dependent helicases and a partner-in-crime required by Bam for repressing *nos* (Li et al., 2009a). 

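Of the 4 fusome genes, *hts* (*hu-li-tai-shao*) was higher in *bam-/-* by both values, with 2.00 in the log2 fold change column of the authors' deposited table and a Wald log2 fold change of 0.96 (standard error 0.10, adjusted p = 8.59e-23 from DESeq2). The other three were higher by the log2 fold change column only. *α-spectrin* was at 0.27 in the authors' deposited table and at −0.78 by the Wald statistic, *β-spectrin* at 0.24 and −0.81, and *ankyrin* at 0.49 and −0.56. Their standard errors were 0.12, 0.11 and 0.09 in the authors' deposited table, so that the distance between both values was larger than the error of each.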

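*bgcn* (FBgn0004581, chromosome 2R from 23853270 to 23858921) had a Wald log2 fold change of 4.51 (standard error 0.14) and 5.57 in the log2 fold change column of the authors' deposited table, with an adjusted p of 6.40e-223 from DESeq2. Its mean normalized count in the authors' deposited table was 3798.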

Interestingly, we also observed upregulation of three transcripts specifically annotated for the GO term ‘male sex determination’ (GO:0030238) – *Phf7*, *chinmo* and *tra2,* which parallels previous reports of partial germline sex transformation in *sxl*, *ovarian tumor* (*otu*) and *bam* mutants (Staab et al., 1996; Wei et al., 1994; Shapiro-Kulnane et al., 2015).

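The direction of *Phf7* and *chinmo* did not depend on the column. *Phf7* had a Wald log2 fold change of 2.31 (standard error 0.10) and 3.35 in the column of the authors' deposited table. *chinmo* had 4.43 (standard error 0.15) and 5.46 in the authors' deposited table. For *tra2*, the log2 fold change column of the authors' deposited table gave 0.60, whereas the Wald log2 fold change was −0.45 (standard error 0.08, adjusted p = 1.14e-07 from DESeq2).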

### Several transcripts bind to Bam

To delve into the possible molecular functions of Bam, we surmised that a massive fate change transition such as GSC-to-commitment-to-differentiation would entail transcriptional as well as post-transcriptional regulation. In fact, Bam-dependent repression of *nos* in post-GSC cells is contingent upon sequences in the *nos* 3′-UTR (Li et al., 2009a). Along with Bgcn, Bam also binds to E-cadherin mRNA and represses its translation through its 3′-UTR in S2 cells (Shen et al., 2009). Bam-mediated translational repression has also been demonstrated during *Drosophila* spermatogenesis (Chen et al., 2014; Insco et al., 2012). More recently, it has been shown that the N-terminal region of Bam engages with the CAF40 subunit of the CCR4-NOT complex to effectuate target mRNA degradation (Sgromo et al., 2018).

Since we noted differential regulations of a huge number of transcripts in our transcriptomics data, we hypothesized that transcriptionally upregulated Bam-bound transcripts would be attractive candidates as post-transcriptional Bam targets. 

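RIP-seq compared 3 immunoprecipitations from ovaries carrying GFP-tagged Bam with 3 from ovaries expressing GFP alone under *bam*-Gal4. In the former, RNA is pulled down through a Bam-GFP fusion made from a genomic fosmid (fTRG), and the latter measures RNA bound by GFP or the beads. The authors aligned the single-end reads with STAR, counted them per gene with HTSeq and fitted an inverse beta-binomial distribution for paired samples. The deposited counts covered 17737 genes, of which 6766 had no count in any library. The Bam-GFP libraries held 11671363, 7720890 and 12704088 counts on genes, and the GFP control libraries 9342593, 7697440 and 9263892. The counts were normalized here with edgeR's TMM factors and tested with edgeR's quasi-likelihood test over the 10971 genes with at least 1 count in any library. The number in each library's name entered as a block, since the study used a paired test. Benjamini-Hochberg adjustment was over all tested genes. Pearson correlations of log2 CPM (counts scaled to library size) across 7274 genes, which are not independent replicates, ranged from 0.888 to 0.933 between Bam-GFP libraries, from 0.892 to 0.941 between GFP control libraries and from 0.826 to 0.93 between a Bam-GFP and a GFP control library. No input RNA was analysed here, so that a difference between both groups can come from binding or from the amount of a transcript in the lysate. *bam* itself (FBgn0000158, chromosome 3R from 25243039 to 25245109) had 49.5 ± 2.40 CPM (SD, n = 3) with Bam-GFP and 10.6 ± 6.75 CPM (SD, n = 3) with GFP alone. This was a log2 fold change of 2.47 (standard error 0.57, adjusted p = 0.00188 from edgeR's quasi-likelihood test), which stayed between 1.86 and 2.93 when any one replicate was left out. Over the alternatives its adjusted p ranged from 0.000197 to 0.128. The fosmid that encodes the Bam-GFP fusion is absent from the control line, so that the amount of *bam* RNA can differ between the lysates by design. The change in *bam* is therefore no test of the pull-down. *vas* mRNA differed by less than the spread between replicates, with 345 ± 75.7 and 337 ± 49.7 CPM (SD, n = 3 each), and the sign of its log2 fold change of 0.02 reversed with library size only and without replicate 2 or 3.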

For identifying these transcripts, we performed RNA-immunoprecipitation and sequencing (RIP-seq) by using the GFP-tagged Bam fTRG line and a *bam*-Gal4::*UASp*-GFP line as the control (Fig. 2A). 

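Of the 10971 genes tested, 5246 (47.8%) had a positive log2 fold change in Bam-GFP, and the median over all genes was −0.05. This number moved with the scaling of the libraries. Without normalization beyond library size 4244 transcripts (38.7%) had a positive log2 fold change, and 5831 (53.1%) had one when library totals included reads aligned to several places. The authors' deposited table had 5844 genes and 2 summary lines of the counting program with a fold change in favour of Bam-GFP. Over 3764 genes with at least 200 counts in every library, the log2 fold change of the authors' deposited table differed by a median of −0.0015 from a plain ratio over totals that include reads aligned to several places, and by 0.343 from one over gene counts. A positive log2 fold change alone was not tested against replicate spread.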

We performed GFP-trap-bead-based immunoprecipitation followed by RNA isolation, mRNA sequencing and data analysis, and identified more than 5800 transcripts to be enriched in the Bam-GFP sample as compared to the control (Table S3). Of these, 1526 transcripts were significantly bound to Bam-GFP (*P*<0.05; Table S4). 

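At an unadjusted p under 0.05 in edgeR's quasi-likelihood test, 608 transcripts were enriched and 442 depleted in Bam-GFP. Of the 608, 379 had every Bam-GFP library above every GFP control library. Chance separates 10% of unselected genes in either direction with 3 against 3 libraries, a share that is no reference for transcripts already selected for enrichment. At an adjusted p under 0.05, 189 transcripts were enriched and 52 depleted, and 166 of the 189 had at least 10 counts in every library. The alternative that moved the enriched number at an unadjusted p under 0.05 most was library size only, with 367. Of the 1526 enriched transcripts in the authors' deposited table, 490 were among the 608, and 179 of the 189 were among the 1526. When the p-values of the authors' deposited table were adjusted over all genes, 314 enriched transcripts had an adjusted p under 0.05. Among the transcripts lower in Bam-GFP, 1145 had P under 0.05 in the authors' deposited table.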

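Of the 5246 transcripts with a positive log2 fold change in Bam-GFP, 2801 (53.4%) were listed as differentially regulated in *bam-/-*, against 53.5% of all 10971 tested genes (Fisher's exact test over genes, which are not independent, two-sided p = 0.818). Upregulated genes made up 1475 of them by the Wald statistic and 1901 by the log2 fold change column. Of the 608 transcripts enriched at an unadjusted p under 0.05, 397 (65.3%) were listed, with a two-sided p of 1.88e-09 from Fisher's exact test over genes. Abundant transcripts were listed more often, and 10000 random draws of genes with like abundance in the RIP-seq libraries shared 399.5 genes on average, with 95% of draws between 379 and 420. Of the same 608, 152 were upregulated and 245 downregulated in *bam-/-* by the Wald statistic, where the draws gave 174.9 and 224.7 on average. With the direction taken from the log2 fold change column, 207 of the 608 were upregulated. The same intersections made from the enriched transcripts and the log2 fold change column of the authors' deposited table held 3185 listed and 2150 upregulated genes. With the Wald statistic the latter number was 1644 in the authors' deposited table.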

Interestingly, out of all the enriched transcripts, 3185 were also differentially regulated in our transcriptomics data (847, *P*<0.05) and of these, 2150 were upregulated (524, *P*<0.05; Tables S5 and S6). A GO term analysis for enriched biological processes on these bound and differentially regulated transcripts narrowed the scope of our previous GO term analysis (Figs 2C and 1D); apart from some generic processes such as nucleic acid metabolism and system development, we also saw enrichment for germline development processes such as reproduction, cellular development and gamete generation. Our RIP-seq strategy has thus aided us in refining the scope of our transcriptomics data.

**Fig. 2.**
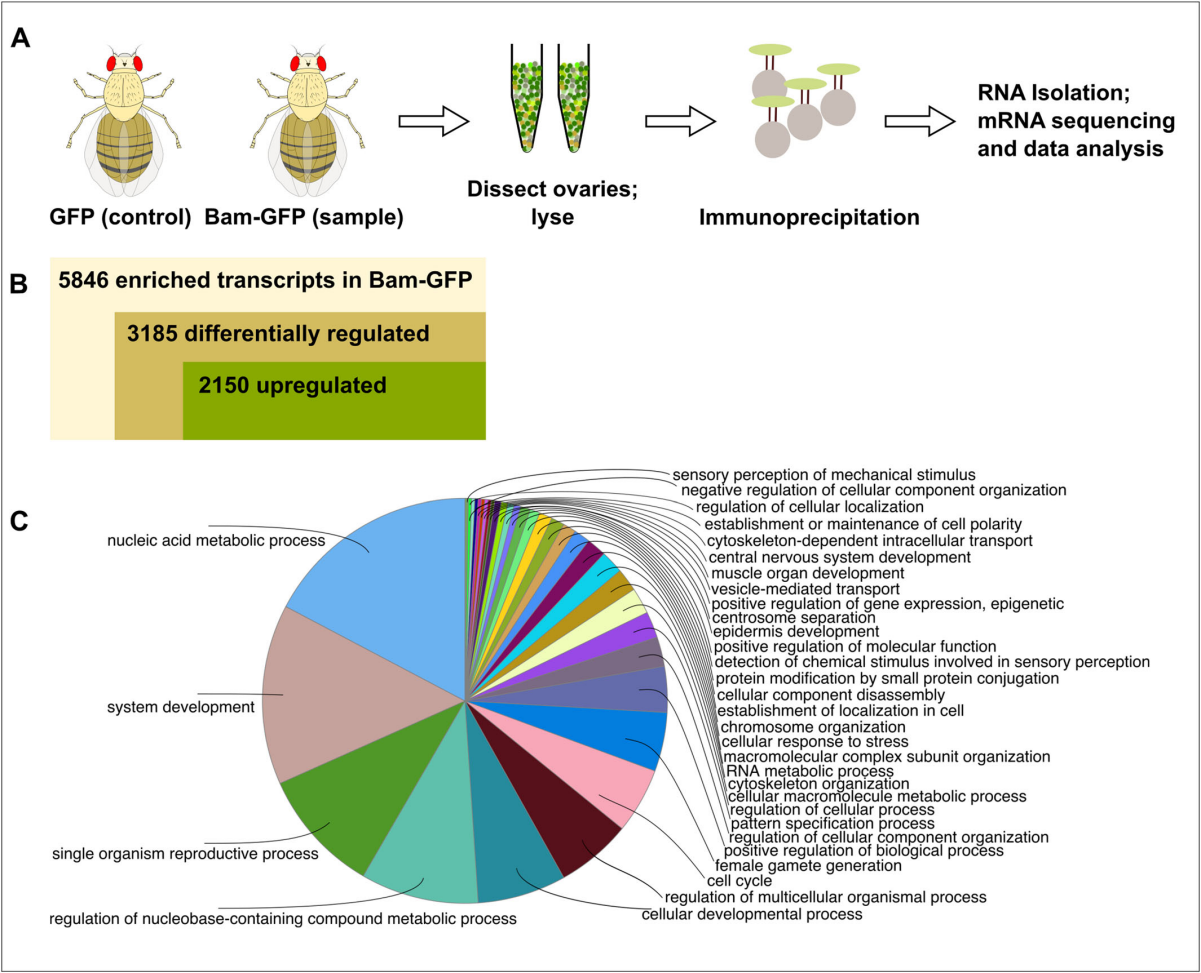
**Identification of transcripts bound to Bam-GFP.** (A) RIP-Seq strategy used to find Bam-bound transcripts. (B) Summary of RIP-seq results. (C) GO term analysis for biological processes of bound transcripts.

Table 1 enlists a few of the mRNAs bound to Bam-GFP at a significance level of *P*<0.05. 

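All 26 transcripts of Table 1 had a positive log2 fold change in Bam-GFP, with a median of 0.72. In edgeR's quasi-likelihood test 14 of them had an unadjusted p under 0.05. Only *mud* had an adjusted p under 0.05 over all genes tested, and 6 had one adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. *mud* (FBgn0002873, chromosome X from 14247732 to 14258595) had 1297 ± 421 CPM with Bam-GFP and 563 ± 169 CPM with GFP alone (SD, n = 3 each). Its log2 fold change was 1.20 (standard error 0.32, adjusted p = 0.0123 from edgeR's quasi-likelihood test), and the adjusted p ranged from 0.000777 to 0.439 over the alternatives. The smallest changes were those of *uri* (0.10, standard error 0.36) and *gcl* (0.11, standard error 0.31), which became negative without replicate 2 and with library size only. Of the 3 transcripts with the largest fitted changes, *lov*, *tsh* and *CG12520*, none exceeded 10 CPM on average in either group. In the sorted germ cells, 24 of the 26 genes were higher in *bam-/-* by the Wald statistic, whereas *brm* (−0.82) and *AGO1* (−0.54) were lower. Both were higher by the log2 fold change column of the authors' deposited table, with 0.23 and 0.51.

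**Figure D2:**
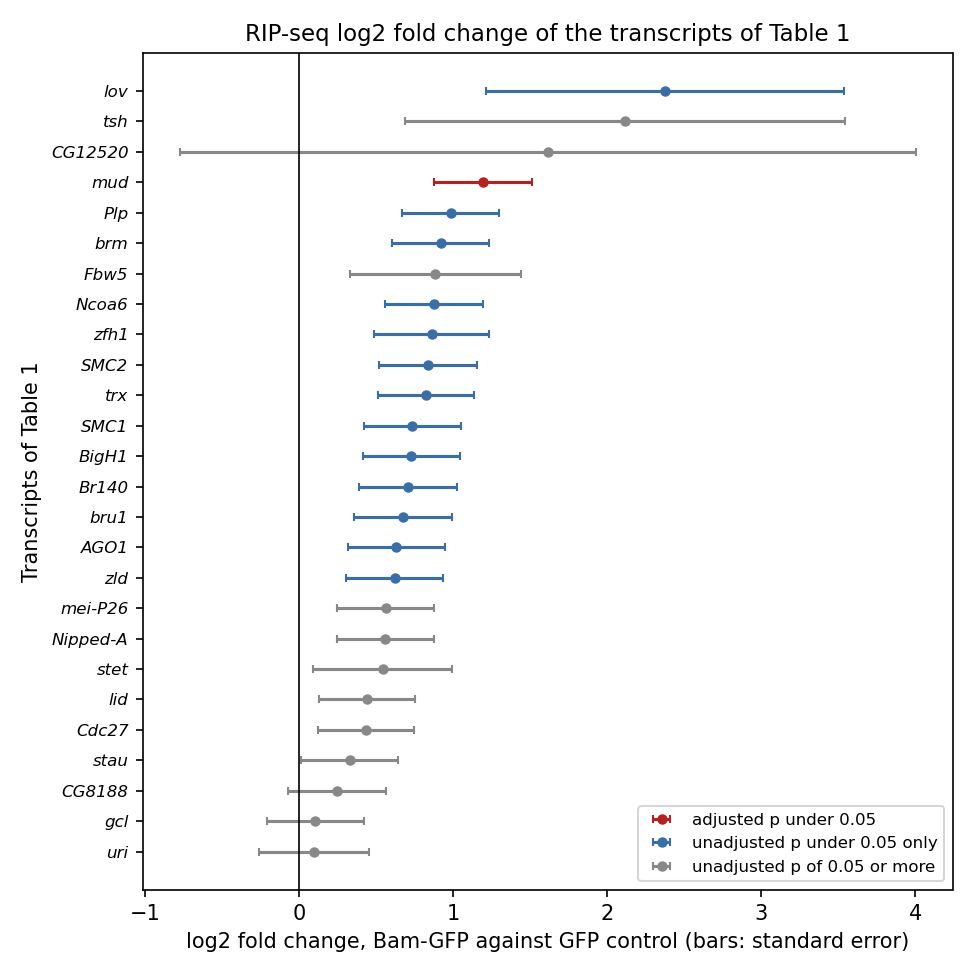
log2 fold change in RIP-seq of the 26 transcripts of Table 1 (x axis), Bam-GFP against GFP control, as points with their standard errors, coloured by the p-value of edgeR's quasi-likelihood test. All points lie above 0, and *mud*, at 1.20, is the transcript with an adjusted p under 0.05.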

An interesting inclusion is that of the microRNA (miRNA) regulator and TRIM-NHL (tripartite motif and Ncl-1, HT2a and Lin-41 domain) family member Mei-P26, which is known to co-bind Bam and Bgcn in a tri-partite protein complex to repress *nos* mRNA in post-GSC cells (Li et al., 2013; Neumüller et al., 2008). Here, we found that *mei-P26* mRNA was bound to Bam-GFP. 

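*mei-P26* mRNA (FBgn0026206, chromosome X from 9163255 to 9189309) had 885 ± 258 CPM with Bam-GFP and 597 ± 154 CPM with GFP alone (SD, n = 3 each). The log2 fold change was 0.56 (standard error 0.31, adjusted p = 0.623 from edgeR's quasi-likelihood test), and its size was within the spread between replicates. It stayed between 0.39 and 0.77 when any one replicate was left out. The P in the authors' deposited table was 0.00638. In the sorted germ cells, *mei-P26* was higher in *bam-/-*, with a Wald log2 fold change of 0.83 (standard error 0.09 in the authors' deposited table). From its RIP-seq data, the paper states that *mei-P26* mRNA was bound to Bam-GFP.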

In transit-amplifying cells in *Drosophila* testes, Bam and Bgcn are known to repress *mei-P26* by binding to its 3′-UTR (Insco et al., 2012). These cells progress through an early Bam^ON^Mei-p26^ON^ state to a later Bam-mediated Bam^ON^Mei-P26^OFF^ state, indicating similar, but context-dependent, Bam-mediated translational regulation. Nevertheless, identification of this known Bam-bound mRNA underscores the potential functional relevance of our RIP-seq data.

**Table 1.**
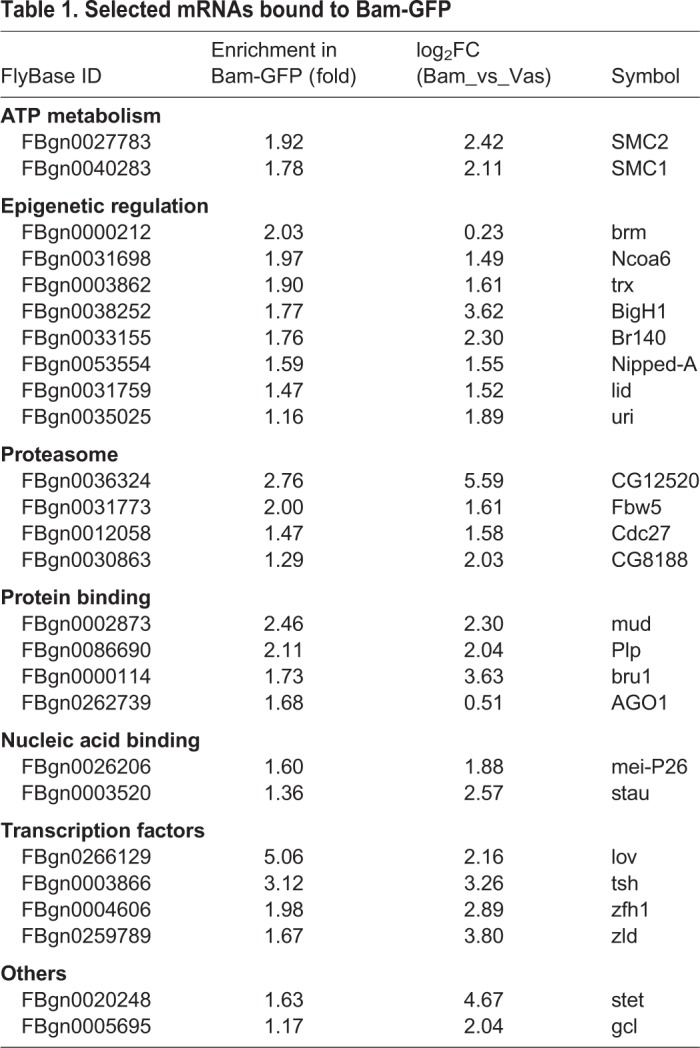
**Selected mRNAs bound to Bam-GFP**

### Bam-responsive networks required for GSC stemness and differentiation

By combining our transcriptomics and RIP-seq data, we next forecasted Bam-responsive protein networks important for GSC maintenance. For this, we assumed a positive correlation between gene expression and protein activity and utilized the protein complex enrichment analysis tool (COMPLEAT), which is an established framework for analyzing proteomics as well as high-throughput gene expression data. Using our Bam-bound and differentially expressed gene set as input, we identified 133 enriched complexes, of which 48 were downregulated and 85 were upregulated (Table S7). Next, we merged these networks using common protein nodes to generate undirected complex co-clusters and used a depiction for positive correspondence between node connectivity and node size to depict relative node connectivity. In these protein–protein interaction networks, a node represents a protein denoted by its symbol and the number of edges with which it is connected to determine its connectivity; the higher the connectivity, the larger the node size and vice versa.

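The Rap1 GTPase gene (*Rap1*, FBgn0004636) was lower in *bam-/-* by both values, with a Wald log2 fold change of −1.77 (standard error 0.08) and −0.72 in the log2 fold change column of the authors' deposited table. Of the 10 genes drawn in the BMP signaling complex of Fig. 3, all were lower in *bam-/-* by the Wald statistic, with a median log2 fold change of −2.06. By the log2 fold change column of the authors' deposited table, 7 were lower and 3 higher, with a median of −1.01. The strongest decrease was that of *dpp*, at −5.19 (standard error 0.25) by the Wald statistic and −4.16 in the column of the authors' deposited table. In RIP-seq, 4 of the 10 transcripts had a positive log2 fold change and none an unadjusted p under 0.05 in either direction. The sign reversed under at least 1 alternative for *dpp*, *wit*, *gbb*, *put*, *bun*, *NHP2*, *mRpL44* and *CG11436*, and for *Rap1*.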

Using this strategy, we were able to identify two facets which could be expected from a *bam^−/−^* germarium: (i) downregulation of a complex predicted to be involved in germline stem cell maintenance (FC3320, COMPLEAT classification scheme, Fig. S4). Driven by Rap1 GTPase, this complex effectuates EGFR signaling and has been shown to be required for anchoring *Drosophila* male GSCs to the niche, which is essential for preserving their stemness (Wang et al., 2006). (ii) Downregulation of BMP signaling (Fig. 3) – this is also expected since the Dpp signal is localized to about a one-cell diameter from the niche and profiling a complete germarium filled with GSC-like cells would show downregulation. Further, since Thickveins (Tkv, a type I BMP receptor) and Punt (Put, a type II BMP receptor) are expressed on GSCs and are individually upregulated in the data (Tables S2 and S7), this corroborates that the *bam*^Δ*86*^ population indeed consists of GSCs receptive to BMP signaling.

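*tkv* (FBgn0003716) was at 0.34 in the log2 fold change column of the authors' deposited table and had a Wald log2 fold change of −0.72 (standard error 0.08, adjusted p = 3.58e-17 from DESeq2). *put* (FBgn0003169) was at 0.45 in the authors' deposited table and at −0.60 by the Wald statistic (standard error 0.07, adjusted p = 6.13e-17 from DESeq2). Both receptors were thus higher in *bam-/-* by the log2 fold change column and lower by the Wald statistic to which the p-values belong.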

**Fig. 3.**
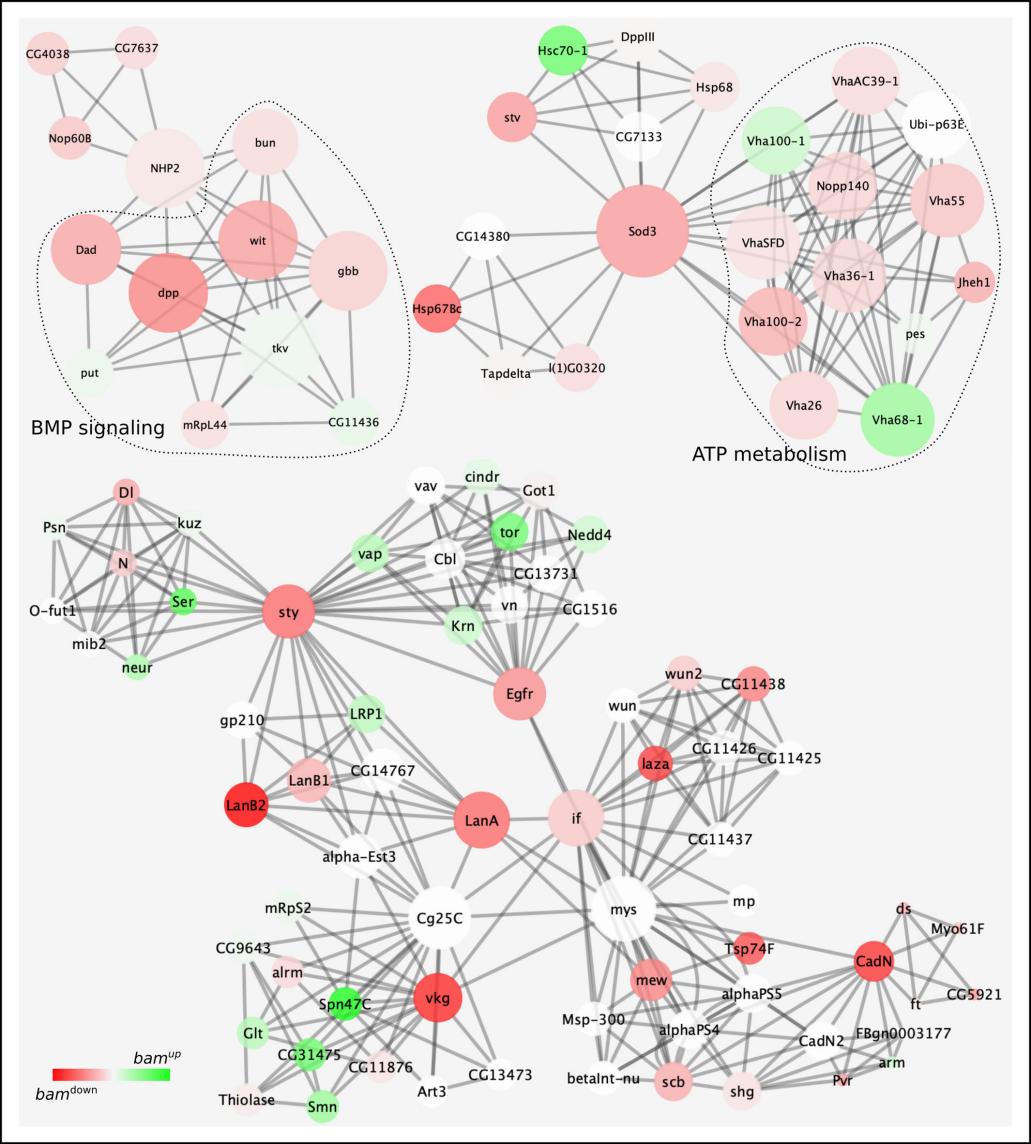
**Predicted protein networks downregulated in transcriptomics and RIP-seq data.** Protein–protein interaction networks are depicted using nodes and edges. Node connectivity directly corresponds to node size and node color gradient indicates up- (green) and downregulation (red) in *bam^−/−^*. For instance, BMP signaling and ATP metabolism complexes are interconnected with other complexes through protein nodes – NHP2 connects the BMP signaling complex to another tripartite complex involved in ribosomal biogenesis. Similarly, Superoxide dismutase 3 (Sod3) connects complexes involved in ATP metabolism and chaperone binding. Other major connecting nodes include sprouty (sty), Epidermal growth factor receptor (Egfr), Laminin A and B2 (Lan A and B2), inflated (if), Cadherin N (CadN) and Viking (vkg). White nodes are not differentially regulated in *bam^−/−^*.

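All 9 connecting nodes named for these networks were lower in *bam-/-* by both values, and the median Wald log2 fold change was −6.17. *LanB2* was lowest, at −10.07 (standard error 0.11 in the authors' deposited table), and *NHP2* had the smallest decrease, at −1.66 (standard error 0.09 in the authors' deposited table). *vkg* (−8.67) and *LanA* (−6.25) had mean normalized counts of 115100 and 78420 in the authors' deposited table, against a median of 1360 over all listed genes. Of the 102 node labels read from the networks, 84 were in the table, and 66 of these were lower by the Wald statistic and 56 by the log2 fold change column. In RIP-seq, 8 of the 9 named nodes had a positive log2 fold change, 6 with an unadjusted p under 0.05. Of these 9, only *vkg* (log2 fold change 1.23, standard error 0.32) had an adjusted p under 0.05 over all genes tested (0.011 from edgeR's quasi-likelihood test, from 0.00456 to 0.265 over the alternatives). The lowest adjusted p over the alternatives was 0.0384 for *LanA* (DESeq2) and 0.0314 for *CadN* (edgeR without the replicate block), and *NHP2* and *if* changed sign when a replicate was left out. The nodes were chosen by the study on these libraries. A list of 24 markers of somatic follicle cells moved in the same directions as most of these nodes. All 20 of the markers listed in RNA-seq were lower in *bam-/-*, and 22 of the 24 were higher in Bam-GFP. A contribution of follicle cell RNA to the values of the nodes can therefore not be excluded. Of all node transcripts of these networks, 95 were tested in RIP-seq and 54 had a positive log2 fold change. At an unadjusted p under 0.05 in edgeR's quasi-likelihood test, 12 were enriched and 1 was depleted. At an adjusted p under 0.05, 3 were enriched and 0 depleted. Beside *vkg* these were *LRP1* (log2 fold change 1.79, adjusted p = 9.99e-06) and *N* (1.11, adjusted p = 0.0272), named after their values were seen.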

Since both of these facets act independently of Bam and are essential for GSC maintenance, one could surmise that other downregulated complexes might also be involved in the same process independently of Bam and appear downregulated as a consequence of accumulation of mitotic GSC-like cells (Fig. 3). Correspondingly, reactive oxygen species (ROS) levels are known regulators of stem cell fate across several stem cell types and tissues. For GSCs, Superoxide dismutase 3 (SOD3) appears to bridge protein folding and ATP metabolism along with maintaining ROS levels. 

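*Sod3* (FBgn0033631) was lower in *bam-/-*, with a Wald log2 fold change of −4.40 (standard error 0.21) and −3.34 in the log2 fold change column of the authors' deposited table. In RIP-seq it had 516 ± 116 CPM with Bam-GFP and 352 ± 75.7 CPM with GFP alone (SD, n = 3 each), a log2 fold change of 0.55 with an adjusted p of 0.642 from edgeR's quasi-likelihood test.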

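*sty* (FBgn0014388) had a Wald log2 fold change of −6.17 (standard error 0.16) and −5.11 in the log2 fold change column of the authors' deposited table. *Egfr* was at −4.91 (standard error 0.11) by the Wald statistic and −3.85 in the authors' deposited table. In RIP-seq *sty* had 46.8 ± 20.4 CPM with Bam-GFP and 20.9 ± 8.56 CPM with GFP alone (SD, n = 3 each). Every Bam-GFP library lay above every GFP control library, but the adjusted p over all genes was 0.333 from edgeR's quasi-likelihood test.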

Another interesting common node is Sprouty (sty) which connects complexes involved in organ morphogenesis, follicle cell development, EGFR signaling, and leads to integrin signaling which has a known role in ensuring male GSC-niche integrity and intestinal stem cell (ISC) homeostasis in *Drosophila* (Lin et al., 2013; Tanentzapf et al., 2007).

On the other end of the spectrum are the upregulated networks, which could potentially be responsive to Bam (Fig. 4). This would imply that their downregulation might or might not be essential for GSC maintenance, but it would be needed for initiating the Bam-induced differentiation program. A prominent node here appears to be Nipped-A, which connects complexes involved in transcriptional regulation, chromatin modification and DNA repair; fundamental changes in all of these processes are essential for a cell to embark on its maturation journey. Nipped-A is a subunit of the chromatin modifying histone acetyltransferase SAGA and Tip60 complexes in *Drosophila* and has been implicated in wing development and proliferation of ISCs (Gause et al., 2006; Tauc et al., 2017). Within the female germline, it has recently been shown to function as a part of the Tip60 complex for inducing expression of Bgcn, a known protein interactor of Bam (Li et al., 2009a; McCarthy et al., 2018). Here, our data also show Nipped-A to be a major focal point of several Bam-responsive complexes essential for differentiation.

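*Nipped-A* (FBgn0053554, chromosome 2R from 5177965 to 5251022) was higher in *bam-/-*, with a Wald log2 fold change of 0.50 (standard error 0.09, adjusted p = 7.52e-08 from DESeq2) and 1.55 in the log2 fold change column of the authors' deposited table. In RIP-seq its transcript had 903 ± 175 CPM with Bam-GFP and 630 ± 203 CPM with GFP alone (SD, n = 3 each). The log2 fold change of 0.56 (standard error 0.31, adjusted p = 0.624 from edgeR's quasi-likelihood test) was within the spread between replicates.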

**Fig. 4.**
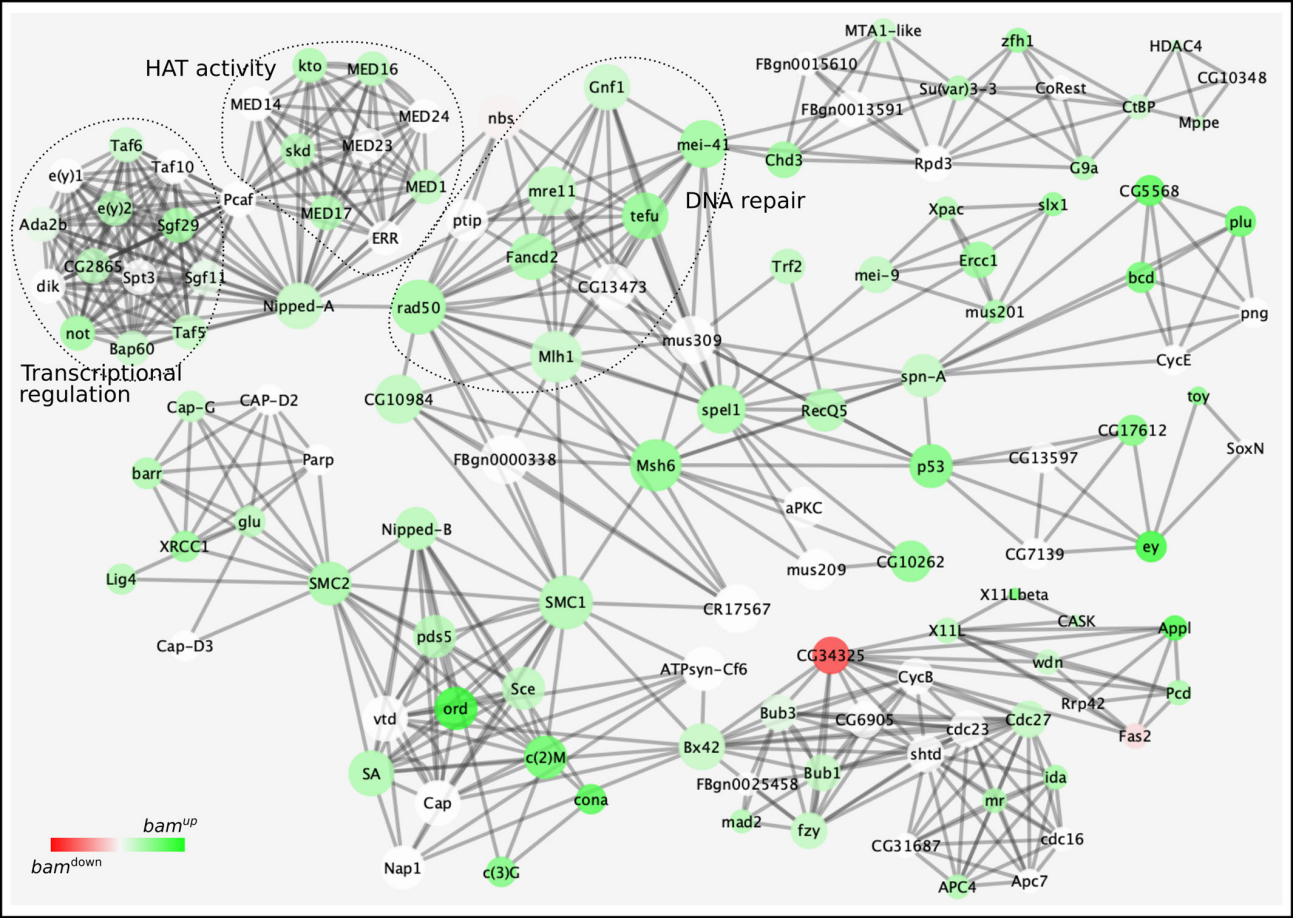
**Predicted protein networks upregulated in transcriptomics and RIP-seq data.** Protein–protein interaction networks are depicted using nodes and edges. Node connectivity directly corresponds to node size and node color gradient indicates up- (green) to downregulation (red) in *bam^−/−^*. Several highly connected protein nodes interconnect individual protein complexes: nipped-A bridges together complexes functioning in epigenetic regulation, transcription and DNA repair. Other highly connected nodes are: structural maintenance of chromosomes 1 and 2 (SMC 1 and 2), p53, Nipped-B, and Bx42. White nodes are not differentially regulated in *bam^−/−^*.

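The 6 nodes named for the upregulated networks were all higher in *bam-/-* by both values, with a median Wald log2 fold change of 0.95. *p53* had the largest increase, at 2.56 (standard error 0.11 in the authors' deposited table), and *SMC2* and *SMC1* were at 1.37 and 1.06. *Nipped-B* was at 0.83 and *Bx42* at 0.50. Of the 119 node labels read from these networks, 117 matched a gene and 91 were in the table, of which 83 were higher by the Wald statistic and 87 by the log2 fold change column. In RIP-seq, 58 of the 116 tested node transcripts had a positive log2 fold change. At an unadjusted p under 0.05 in edgeR's quasi-likelihood test, 8 were enriched and 6 depleted. At an adjusted p under 0.05 over all genes tested none was enriched and 1 was depleted, *mus209* (log2 fold change −1.16, adjusted p = 0.0198), which was named after its values were seen. *p53* itself was lower in Bam-GFP by 5.59 ± 4.62 against 13.6 ± 11.3 CPM (SD, n = 3 each), with an adjusted p of 0.656 from the same test.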

### Comparative transcriptomics of *bam* mutant ovaries and PGCs

*Drosophila* embryonic and larval PGCs are maintained in a ‘naïve’ state through Bam-independent differentiation-repression mechanisms (Dansereau and Lasko, 2008). GSC formation begins in the late third-instar larval stage upon clonal expansion of PGCs juxtaposed with terminal filament and cap cells (Zhu and Xie, 2003). Since these PGCs possess the ability to form cysts as a consequence of ectopic Bam, they have been postulated to be functionally equivalent to GSCs in terms of maintenance of their stemness (Gilboa and Lehmann, 2004).

To arrive at this stemness-related molecular footprint of PGCs and GSCs, we compared the transcriptomes of *bam^−/−^* cells (our data) with zygotically transcribed transcripts in embryonic PGCs from a previously published microarray study (Siddiqui et al., 2012). Of the 720 transcripts significantly abundant in 3–7 h embryonic PGCs, 399 are also differentially regulated in *bam^−/−^* (Table S8). Furthermore, 287 of these are upregulated and GO term search shows enrichment for nitrogen compound metabolism indicating protein turnover and regulation (Fig. S5). Altogether, this analysis reveals potential candidates for common functional studies on PGCs and GSCs.

### Pilot scale functional RNAi screen reveals germline phenotypes

In order to gain functional insights from our transcriptomics data, we carried out a small-scale screen for some of the differentially regulated transcripts. 

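The genes of the screen shown in Fig. 5 moved in both directions. *cav* and *Tusp* were higher in *bam-/-*, with Wald log2 fold changes of 2.04 (standard error 0.09) and 2.38 (standard error 0.19 in the authors' deposited table). *CG4038* and *Myc* were lower, at −2.64 (standard error 0.09) and −2.53 (standard error 0.09 in the authors' deposited table). The log2 fold change column of the authors' deposited table gave the same directions, with 3.09, 3.45, −1.59 and −1.47. The mean normalized count in the authors' deposited table was lowest for *Tusp*, with 368, and 17780 for *Myc*.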

We used virgin females from the germline driver *nos*-Gal4, together with a *bamP*-GFP transgene (*UAS*-Dcr2, w1118; *nosP*-GAL4-NGT40; *bamP*-GFP), to drive RNAi against specific genes. For microscopic visualization, we immunostained ovaries from the resulting progeny with anti-Vas, anti-GFP, and anti-ɑ-spectrin antibodies. As shown in Fig. 5, this approach resulted in the following phenotypes in a number of cases (Table S9; supplementary text for a summary of selected genes):

1. Empty germaria such as in *cav* (Fig. 5B,B′): no Vas^+^ or Bam^+^ cells indicating absence of germ cells and thus the germline; ɑ-spectrin^+^ empty follicles can also be observed.
2. Two-cell stage arrest as in *CG4038* and *Tusp* (Fig. 5C,C′,D,D′): where two-cell Vas^+^ and Bam^+^ clusters are connected by ɑ-spectrin^+^ spectrosomes. Absence of other stages indicates that these two-cell cysts were unable to mature further.
3. Oogenesis defects as in *myc* (Fig. 5E,E′): where germline development had proceeded to 8- or 16-cell cyst stages but further development was blocked.

.

**Fig. 5.**
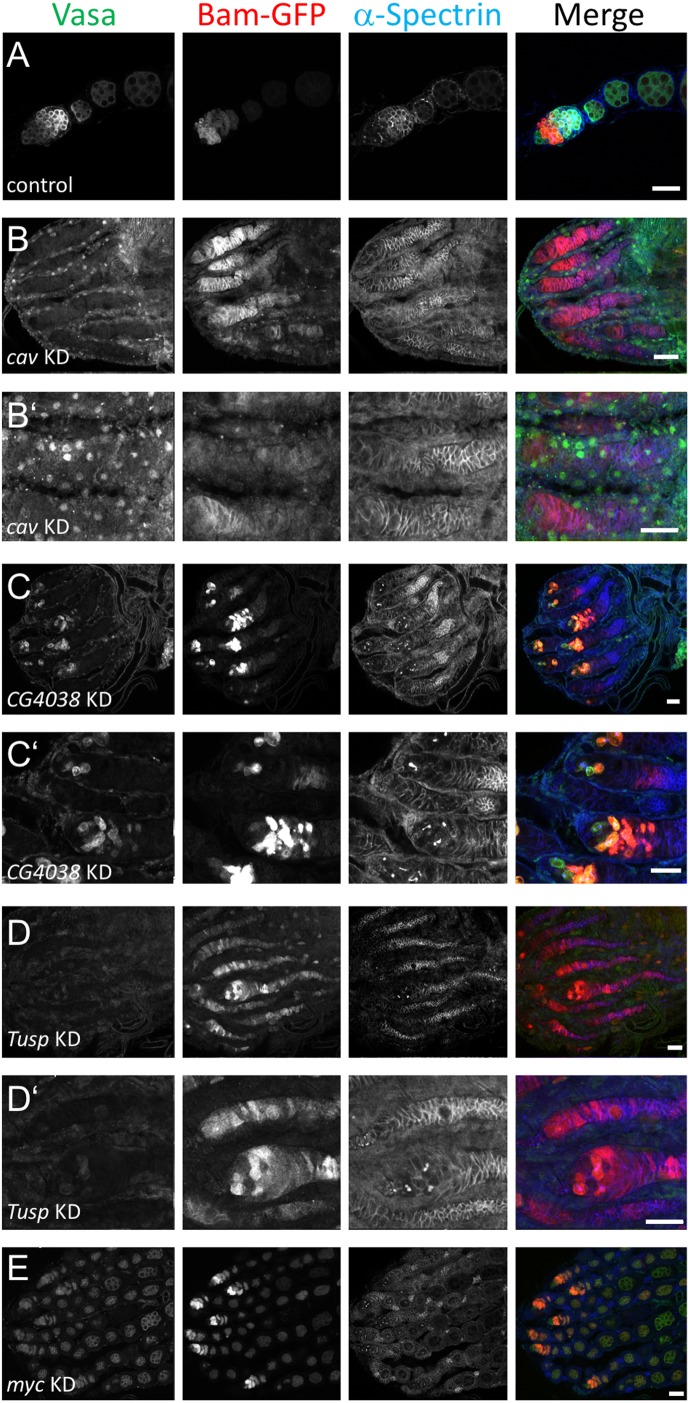
**Confocal micrographs showing phenotypes of selected genes after being knocked down using the *UAS*-Dcr2, *w^1118^*; *nosP*-GAL4-NGT40; *bamP*-GFP driver.** (A) Control flies are driver flies crossed with wild type (*w^−^*). The anterior part of a single ovariole with maturing egg-chambers stained for Vasa, GFP (Bam) and alpha-spectrin is shown. (B-E) RNAi knockdown phenotypes for cav (B,B′), *CG4038* (C,C′), *Tusp* (D,D′) and *myc* (E) stained as in A. Panels labeled with ' are higher magnification images of the respective genotypes. B′ is a digital magnification of B at a slightly different focal plane to illustrate non-specific anti-Vas staining within and around the apparently empty germaria. (B–E) The anterior tips of whole ovaries containing several ovarioles are shown. Anterior is to the left. Scale bars: 10 µm.

One of the most comprehensive, RNAi-based functional genomics screens conducted earlier has also documented several of these phenotypes (Sanchez et al., 2016). Of the 779 germline-specific hits in this screen resulting in phenotypes of ‘no germline’, ‘germarium defects’, or ‘egg chamber defects’, 512 are also differentially regulated in our transcriptomics data (Table S10). Several of these are known protein-binding partners of Bam, such as Bgcn, and also Otu, which has been recently shown to cooperate with Bam for stabilizing Cyclin A – a fusome-associated protein (Ji et al., 2017; Lilly et al., 2000). 

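*otu* (FBgn0003023) was higher in *bam-/-*, with a Wald log2 fold change of 3.06 (standard error 0.15) and 4.10 in the log2 fold change column of the authors' deposited table. *CycA* was also higher, by 0.50 (standard error 0.09) and 1.55 in the authors' deposited table. As RNA in RIP-seq, *otu* had 515 ± 80.6 CPM with Bam-GFP and 609 ± 59.98 CPM with GFP alone (SD, n = 3 each, adjusted p = 0.895 from edgeR's quasi-likelihood test). *bgcn* transcripts had 3 counts or fewer in each of the libraries, so that no difference could be assessed for them.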

Overall, this combined transcriptomic and functional analyses would serve to refine the scope of further experiments.

## DISCUSSION

*Drosophila* GSCs have been a long-standing model for studying stem cell division and differentiation. The only necessary and direct inducer of female GSC differentiation is Bam, which has been speculated to act post-transcriptionally. Here, we explore the transcriptional changes occurring as a consequence of absence of Bam using NGS and find almost a third of the known *Drosophila* genome to be differentially regulated. It is pertinent to point out here that we use the whole germline (*vas*-GFP^+^ cells) as a comparative population for calculating relative differential expression. Also, since we use a fluorescence-based sorting strategy, it is conceivable that cells expressing GFP at higher intensities – for instance, larger cells such as nurse cells or eight-cell cysts – would tend to be preferentially sorted. This would dilute the ‘ideal’ comparative scenario – comparing the transcriptome of a GSC with its direct descendent, the cystoblast – and might help explain this massive differential regulation. Furthermore, of particular note is the distinction between a Bam-induced transcriptional state, if it exists, versus a differentiation-induced transcriptional state. Given that GSCs can also undergo Bam-independent differentiation, our transcriptomics data are not able to distinguish between these two transcriptional states (Szakmary et al., 2005; Xi et al., 2005). It is thus plausible that the observed transcriptional differential expression might also be due to the ‘poised-to-differentiate’ state of the profiled cells, which are a mixed population of GSCs and pre-cystoblasts.

To distinguish between these two transcriptional states, we were able to further channel down our transcriptomics data using RIP-seq by identifying Bam-bound mRNAs, which may be subject to translational repression. However, in this experiment we had below average unique read mapping rates in the RIP-seq fastq data, ranging from 35% to 59% across our replicates (Table S1). This could either be due to fragmentation of immunoprecipitated RNA resulting in read mapping to multiple locations, or non-specific RNA binding, or molecular re-association after cell lysis. 

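The summary lines of the counting program in the RIP-seq table gave 79.3% to 89.6% of all counted alignments as reads aligned to several places. Such a read can be counted once for each place, so that this share of alignments is not a share of reads. The alignments left out for other reasons made up at most 1.14% of a library. Including all of these lines, the libraries held between 64958484 and 95449332 alignments, against 7697440 to 12704088 counts on genes. Reads aligned to several places entered no gene's count.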

Insights from such a dataset could be limited as it is unlikely to capture ‘true’ read mapping leading to several insignificant results.

Furthermore, as can be seen in the RIP-seq data (Table S4), a lot of transcripts have very low (even zero) read counts in either of the replicates. However, in absence of a standard or universally-accepted read count filter to remove reads below a certain threshold value, we decided to include all the transcripts in which even one of the replicates exhibited read counts of greater than zero. 

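Among the 1526 transcripts with P under 0.05 in favour of Bam-GFP in the authors' deposited table, 584 had a count of 0 in at least 1 library, and 267 had 0 in all GFP control libraries. Among the 608 transcripts enriched at an unadjusted p under 0.05 in edgeR's quasi-likelihood test, 54 had a count of 0 in at least 1 library. Of all genes, between 8097 and 9174 were detected per library. Against a group with 3 or fewer counts in each library, a fold change is only a lower bound, and *spz5*, with 499, 1 and 3 counts in the Bam-GFP libraries and 0 in each GFP control library, was at least 55.7-fold higher. This gene rested on 1 library. Without replicate 1 its adjusted p rose to 0.926, the highest over the alternatives, which started at 0.000174.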

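At least 10 counts in every library were found for 6335 of the 17737 genes. When the fit was restricted to these, 494 transcripts were enriched at an unadjusted p under 0.05 and 100 at an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 2989 had a positive log2 fold change. With edgeR's own filter on low counts, which kept 7274 genes, these numbers were 540, 102 and 3451.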

Applying a random filter of, for instance, minimum 10 reads in each sample reduces this dataset by almost half, from 1526 to 822 significant results. Comparatively, Sxl-EGFP has been shown to be enriched with roughly 600 transcripts, albeit with a different enrichment calculation method (Ota et al., 2017). We thus leave it to the discretion of the larger scientific community to use our data with their considered opinion until a standardized paradigm for analyzing such a dataset is developed.

At the biological level, it is conceivable that an irreversible cell fate change from a stem cell to a differentiated cell would be driven from underlying transcriptional, and consequently translational, changes. Since all available evidence for the GSC-to-cystoblast cell fate change points towards post-transcriptional regulation and Bam is a major effector of this fate change, a large number of transcripts should be expected to associate with Bam and its binding partners. Of note here, however, is that because we used a Bam-GFP fusion protein in our immunoprecipitation strategy, and Bam's known mode of action is via binding to other RNA-binding proteins, this could change the Bam-complex composition in the wild-type state, leading to pseudo-binding.

Despite these aspects, we were able to identify known Bam mRNA binding partners and discover several new potential ones. Another significant point to be noted here is that due to the nature of RIP-seq itself, we cannot say anything about the repression activity of Bam from these data: an identified Bam-binder might or might not be repressed by it and this would call for further experimentation.

Several high-throughput functional genomics screens have utilized protein networks to capture the stem cell state across different *Drosophila* stem cell types, including GSCs (Neumüller et al., 2011; Sanchez et al., 2016; Yan et al., 2014; Zeng et al., 2015). Such protein networks illustrate the molecular machinery required for preserving stemness within the stem cell. We forecasted protein networks from our datasets and found several of them to be enriched in the *bam^−/−^* germaria. Importantly, however, our predicted protein networks lack any directionality, implying that cause–effect relationships cannot be deciphered. Also, since *bam^−/−^* germaria are far removed from a normally developing egg chamber, some of the networks could appear enriched due to perturbations resulting from heightened and aberrant mitotic activity, loss of contact with the niche, absence of wild-type feedback mechanisms between developing cysts, and atypical cellular stress levels.

Furthermore, node connectivity is just an indication of a protein being involved in multiple processes but does not give any information on how perturbations in its activity might affect GSC state. For instance, Nipped-A acts as a bridge between transcriptional regulation, HAT activity and DNA repair but how these processes function together is unclear. Simultaneous functional association studies will be necessary to elucidate the relative importance of nodal players with respect to the biological process involved in determining GSC state. On the whole, these networks capture the molecular state required to sustain *bam^−/−^* GSC-like cells and can serve as a foundation for conducting further studies.

The functional significance of our transcriptome data was demonstrated by the fact that many of the differentially regulated genes tested in our small-scale pilot screen affected germ line development upon knockdown by RNAi. Gene knockdown can result in empty germaria under two circumstances: if the gene is required for general cell survival, or if its activity is specifically needed within the GSCs for their maintenance. To distinguish between these scenarios, knockdown with Bam-Gal4 could be used, which is not active in GSCs but at all later stages of germ line cyst development. If the gene of interest was generally cell-lethal, knocking it down using *Bam*-Gal4 would allow survival of GSCs, but all other developmental stages in the germline would be absent. If the gene of interest was specifically required in GSCs, then knockdown using Bam-Gal4 should have no effect on germ line development. In this latter scenario, one can then probe if the gene is also acting along with, or independently of, Dpp signaling to repress Bam transcription within the GSCs.

Defects in GSC differentiation upon gene knockdown such as arrest at two- or four-cell stages can result if the gene is required specifically at these stages. If upregulated in the *bam^−/−^* transcriptome and enriched as a Bam-GFP binding partner, such a gene is a good candidate to be regulated post-transcriptionally through Bam. For all the tested genes exhibiting differentiation defects, we found them to bind to Bam-GFP in our RIP-seq dataset, although only *bruno* (*bru*) was significantly enriched at *P*<0.05. 

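*bru1* (*bruno*, FBgn0000114, chromosome 2L from 12175004 to 12313438) had 2347 ± 736 CPM with Bam-GFP and 1464 ± 417 CPM with GFP alone (SD, n = 3 each). Its log2 fold change was 0.68 (standard error 0.32), with an unadjusted p of 0.033 and an adjusted p of 0.417 over all genes from edgeR's quasi-likelihood test. *CG4038* had a log2 fold change of 0.31 (standard error 0.41) and *Tusp* one of 1.18 (standard error 0.68), with adjusted p-values of 0.895 and 0.659 from the same test, so that neither change stood out from the spread between replicates. *Myc*, whose knockdown stopped development after cysts of 8 or 16 cells in the screen, had 537 ± 190 CPM with Bam-GFP and 338 ± 144 CPM with GFP alone (SD, n = 3 each). Its log2 fold change was 0.72 (standard error 0.32), with an unadjusted p of 0.0227 and an adjusted p of 0.344 from edgeR's quasi-likelihood test, beside a P of 0.00104 in the authors' deposited table. When any one replicate was left out, *Tusp* ranged from 0.63 to 1.58 and *CG4038* from 0.16 to 0.39. *bru1* was also higher in *bam-/-*, with a Wald log2 fold change of 2.60 (standard error 0.28 in the authors' deposited table).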

Bru is a translational repressor whose activity is needed from 4-cell cyst stage onwards to first repress *sxl*, and later *oskar*, through binding to Bruno response elements in their 3-UTRs (Filardo and Ephrussi, 2003; Parisi et al., 2001; Wang and Lin, 2007). Since Sxl and Bam expression is relatively high in cystoblasts and two-cell stages, it is plausible that they repress *bru* translation through an already established protein complex.

Altogether, our data provide a useful resource to identify biological processes differentially regulated between germ line stem cells and their differentiating progeny. However, the complexity of these differences is apparently higher than we initially expected. More sophisticated methods including single-cell transcriptomics will be required to shed more light on the important question of what makes stem cells so special.

## MATERIALS AND METHODS

### Fly stocks and genetics

All wild-type and transgenic flies were raised on standard *Drosophila* food at 25°C. The following flies were used: *vas*-GFP; *bam*^Δ*86*^/TM3,Sb (McKearin and Ohlstein, 1995) was a kind gift from Allan Spradling (Carnegie Institute of Washington, USA), *UAS*-Dcr2, *w^1118^*; *nosP*-GAL4-NGT40; *bamP*-GFP was kindly provided by Ruth Lehmann (New York University, USA), *bam*-Gal4 was generously gifted by Helen White-Cooper (Cardiff University, UK), *vas*-GFP (109171, Kyoto Stock Center), *bam*-fTRG (318001, Vienna *Drosophila* Research Center), and *UASp*-GFP. RNAi lines (details in Table S9) were obtained from the Vienna *Drosophila* Research Center and TRiP lines through the Bloomington *Drosophila* Stock Center (Dietzl et al., 2007; Ni et al., 2011).

### Single-cell suspension from ovaries and cell sorting

80–100 ovary pairs per genotype were hand-dissected in Schneider's media with 5% fetal calf serum on ice. The dissected ovaries were rinsed three times in chilled PBS and then incubated for 10 min at room temperature in a dissociation solution comprising of 2 mg/ml Collagenase in 0.5% Trypsin solution in PBS with intermittent vigorous shaking. After settlement of debris, the suspension was filtered through a 40 µm Filcon^®^ filter (BD Biosciences) followed by centrifugation at 500×***g*** for 5 min at 4°C. The resulting pellet was suspended in 1 ml of serum-free Schneider's medium containing 10 µg/ml propidium iodide (PI). After 30 min incubation at room temperature, samples were sorted on a BD FACSARIA™ II cell sorter using GFP^high^ and PI^low^ fluorescence intensity channels. Sample gating and acquisition were performed using BD FACSDIVA™ software (version 6.1.2).

### RNA isolation

RNA was isolated from sorted cells using the TRIzol™ (Thermo Fisher Scientific) purification method (Rio et al., 2010).

### mRNA sequencing

Paired-end RNA sequencing was performed at the Transcriptome and Genome Analysis Laboratory, University of Göttingen. mRNA was purified from 1 µg total RNA from each of the three replicates per genotype via poly-adenylated RNA selection using oligomer beads. Sequencing libraries were prepared using the Illumina TruSeq RNA kit. The resultant unstranded paired-end 100-bp mRNA libraries were multiplexed and run on Illumina HiSeq 2000. Sequencing data are accessible through NCBI GEO accession number GSE138987.

### Transcriptomic analysis

Quality control on the resulting reads was performed with FastQC (v0.11.7; Andrews, 2014). Reads were mapped to the *Drosophila* genome (FlyBase 6.05) with STAR (v2.4.0; Dobin et al., 2013). The resulting SAM files were converted to BAM files with SAMtools (v0.1.19; Li et al., 2009b) and viewed with the integrative genomics viewer (Robinson et al., 2011). Sorted BAM files were then used to call counts using Htseq (v0.11.0; Anders et al., 2015). Further processing of counts was done using Bioconductor (v3.7; Gentleman et al., 2004) in R (v3.5; R Core Team, 2014). Counts were normalized and differential expression was calculated using DESeq2 (v1.14.0; Love et al., 2014).

### GO term analysis

GO term analysis was carried out using the ClueGO plugin (v2.5.4; Bindea et al., 2009) in Cytoscape (v3.6; Shannon et al., 2003).

### RIP-seq

A protocol modified from (Loedige et al., 2015) and adapted to ovaries was used. Twenty-five pairs of dissected ovaries per genotype were lysed in a NET lysis buffer containing 50 mM Tris (pH 7.5), 150 mM NaCl, 5 mM EDTA, 0.5% NP-40, 10% Glycerol, 0.5 mM DTT and 2 µl of protease inhibitor mix using hand homogenization followed by incubation on ice for 20 min. The lysate was then cleared by centrifugation for 20 min at 15,000×***g*** at 4°C. Cleared lysate was incubated with 25 µl of ChromoTek GFP-Trap^®^ beads for 2.5 h on a rotating wheel at 4°C. Lysate-bound beads were washed three times with NET buffer containing 450 mM NaCl, followed by once with NET buffer containing 600 mM NaCl, and finally again with NET buffer containing 450 mM NaCl. RNA was then isolated using the TRIzol™ purification method and its quality was assessed on a Bioanalyzer. Following mRNA enrichment and library preparation, unpaired, single-end mRNA sequencing was carried out at the Cologne Center for Genomics, University of Cologne on an Illumina HiSeq 2000 machine. Sequencing data are accessible through NCBI GEO accession number GSE138987.

### RIP-seq data analysis

The raw fastq files were processed as for transcriptomic analysis until generation of counts for individual samples. For calculating transcript enrichment with respect to control, count data were fitted using an inverse beta binomial distribution for paired-sample testing in R (Pham and Jimenez, 2012).

### Network generation and analysis

Predicted and experimentally determined protein complexes were generated from RIP-seq binding data using COMPLEAT (Vinayagam et al., 2013). These complexes were merged based on common nodes (representing proteins) using the Network merge tool of Cytoscape and further analyzed using the Analyze network tool. The resulting merged complexes were superimposed using expression data from transcriptomic analysis.

### Immunofluorescence

Adult ovaries were dissected in cold PBS and then fixed in 4% formaldehyde in PBS for 10 min. Fixed ovaries were washed four times in PBT (PBS+0.2% Triton X-100) for 15 min per wash and then blocked with PBTB (PBT+0.2% Bovine serum albumine+5% Normal horse serum+0.05% Sodium azide) for 1 h at room temperature. Blocked samples were incubated with primary antibodies at respective dilutions in PBTB overnight at 4°C. Next day, ovaries were again washed four times in PBT for 15 min per wash followed by incubation with secondary antibodies at respective dilutions in PBTB for 2.5 h at room temperature. Samples were then washed four times in PBT for 15 min per wash with DAPI added in the penultimate wash. Finally, ovaries were hand dissected under a microscope and mounted on glass slides in NPGG (N-propyl Gallate+70% Glycerol). The following primary antibodies were used: mouse anti-ɑ-spectrin 1:10 (Developmental Studies Hybridoma Bank, DSHB, 3A9), rat anti-vasa 1:10 (DSHB), and rabbit anti-GFP 1:1000 (Invitrogen, A-11122). Alexa Fluor 488-, Alexa Fluor 567-, and Alexa Fluor 647-conjugated secondary antibodies (Invitrogen) were used at a dilution of 1:500. Samples were imaged on an LSM880 Airyscan Confocal microscope (Carl Zeiss Jena GmbH) and images were processed and assembled using Fiji and Inkscape (Rueden et al., 2017; Schindelin et al., 2012).

## Supplementary Material

Supplementary information

## References

[BIO046789C1] AndersS., PylP. T. and HuberW. (2015). HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics* 31, 166-169. 10.1093/bioinformatics/btu63825260700PMC4287950

[BIO046789C2] AndrewsS. (2014). FastQC A Quality Control tool for High Throughput Sequence Data. Online available at: https://www.bioinformatics.babraham.ac.uk/projects/fastqc/.

[BIO046789C3] BaylisF. and McLeodC. (2007). The stem cell debate continues: the buying and selling of eggs for research. *J. Med. Ethics* 33, 726-731. 10.1136/jme.2007.02212918055905PMC2598212

[BIO046789C4] BindeaG., MlecnikB., HacklH., CharoentongP., TosoliniM., KirilovskyA., FridmanW.-H., PagèsF., TrajanoskiZ. and GalonJ. (2009). ClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. *Bioinformatics* 25, 1091-1093. 10.1093/bioinformatics/btp10119237447PMC2666812

[BIO046789C80] ChauJ., Shapiro-KulnaneL. and SalzH. K. (2012). Sex-lethal enables germline stem cell differentiation by downregulating Nanos protein levels during Drosophila oogenesis. *Proc. Natl. Acad. Sci. U. S. A.* 109, 9465-9470. 10.1073/pnas.112047310922645327PMC3386055

[BIO046789C5] ChenD. and McKearinD. M. (2003). A discrete transcriptional silencer in the bam gene determines asymmetric division of the Drosophila germline stem cell. *Development* 130, 1159-1170. 10.1242/dev.0032512571107

[BIO046789C6] ChenD., WuC., ZhaoS., GengQ., GaoY., LiX., ZhangY. and WangZ. (2014). Three RNA binding proteins form a complex to promote differentiation of germline stem cell lineage in Drosophila. *PLoS Genet.* 10, e1004797 10.1371/journal.pgen.100479725412508PMC4238977

[BIO046789C7] CooleyL., KelleyR. and SpradlingA. (1988). Insertional mutagenesis of the Drosophila genome with single P elements. *Science* 239, 1121-1128. 10.1126/science.28306712830671

[BIO046789C8] DansereauD. A. and LaskoP. (2008). The development of germline stem cells in Drosophila. *Methods Mol. Biol. Clifton NJ* 450, 3-26. 10.1007/978-1-60327-214-8_1PMC272944518370048

[BIO046789C9] DietzlG., ChenD., SchnorrerF., SuK.-C., BarinovaY., FellnerM., GasserB., KinseyK., OppelS., ScheiblauerS.et al. (2007). A genome-wide transgenic RNAi library for conditional gene inactivation in Drosophila. *Nature* 448, 151-156. 10.1038/nature0595417625558

[BIO046789C10] DobinA., DavisC. A., SchlesingerF., DrenkowJ., ZaleskiC., JhaS., BatutP., ChaissonM. and GingerasT. R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15-21. 10.1093/bioinformatics/bts63523104886PMC3530905

[BIO046789C11] EvansM. J. and KaufmanM. H. (1981). Establishment in culture of pluripotential cells from mouse embryos. *Nature* 292, 154 10.1038/292154a07242681

[BIO046789C12] FilardoP. and EphrussiA. (2003). Bruno regulates gurken during Drosophila oogenesis. *Mech. Dev.* 120, 289-297. 10.1016/S0925-4773(02)00454-912591598

[BIO046789C13] ForbesA. and LehmannR. (1998). Nanos and Pumilio have critical roles in the development and function of Drosophila germline stem cells. *Development* 125, 679-690.943528810.1242/dev.125.4.679

[BIO046789C81] GanQ., ChepelevI., WeiG., TarayrahL., CuiK., ZhaoK. and ChenX. (2010). Dynamic regulation of alternative splicing and chromatin structure in Drosophila gonads revealed by RNA-seq. *Cell Res.* 20, 763-783.10.1038/cr.2010.64PMC291957420440302

[BIO046789C14] GauseM., EissenbergJ. C., MacraeA. F., DorsettM., MisulovinZ. and DorsettD. (2006). Nipped-A, the Tra1/TRRAP subunit of the Drosophila SAGA and Tip60 complexes, has multiple roles in Notch signaling during wing development. *Mol. Cell. Biol.* 26, 2347-2359. 10.1128/MCB.26.6.2347-2359.200616508010PMC1430305

[BIO046789C15] GentlemanR. C., CareyV. J., BatesD. M., BolstadB., DettlingM., DudoitS., EllisB., GautierL., GeY., GentryJ.et al. (2004). Bioconductor: open software development for computational biology and bioinformatics. *Genome Biol.* 5, R80 10.1186/gb-2004-5-10-r8015461798PMC545600

[BIO046789C16] GilboaL. and LehmannR. (2004). Repression of primordial germ cell differentiation parallels germ line stem cell maintenance. *Curr. Biol.* 14, 981-986. 10.1016/j.cub.2004.05.04915182671

[BIO046789C17] GilboaL., ForbesA., TazukeS. I., FullerM. T. and LehmannR. (2003). Germ line stem cell differentiation in Drosophila requires gap junctions and proceeds via an intermediate state. *Development* 130, 6625-6634. 10.1242/dev.0085314660550

[BIO046789C18] HunterP. (2008). The paradox of model organisms. The use of model organisms in research will continue despite their shortcomings. *EMBO Rep.* 9, 717-720. 10.1038/embor.2008.14218670440PMC2515201

[BIO046789C19] InscoM. L., BaileyA. S., KimJ., OlivaresG. H., WapinskiO. L., TamC. H. and FullerM. T. (2012). A self-limiting switch based on translational control regulates the transition from proliferation to differentiation in an adult stem cell lineage. *Cell Stem Cell* 11, 689-700. 10.1016/j.stem.2012.08.01223122292PMC3833810

[BIO046789C20] JiS., LiC., HuL., LiuK., MeiJ., LuoY., TaoY., XiaZ., SunQ. and ChenD. (2017). Bam-dependent deubiquitinase complex can disrupt germ-line stem cell maintenance by targeting cyclin A. *Proc. Natl. Acad. Sci. USA* 114, 6316-6321. 10.1073/pnas.161918811428484036PMC5474830

[BIO046789C21] JinZ., KirillyD., WengC., KawaseE., SongX., SmithS., SchwartzJ. and XieT. (2008). Differentiation-defective stem cells outcompete normal stem cells for niche occupancy in the Drosophila ovary. *Cell Stem Cell* 2, 39-49. 10.1016/j.stem.2007.10.02118371420PMC8387725

[BIO046789C22] KaiT., WilliamsD. and SpradlingA. C. (2005). The expression profile of purified Drosophila germline stem cells. *Dev. Biol.* 283, 486-502. 10.1016/j.ydbio.2005.04.01815927177

[BIO046789C23] LiY., MinorN. T., ParkJ. K., McKearinD. M. and MainesJ. Z. (2009a). Bam and Bgcn antagonize Nanos-dependent germ-line stem cell maintenance. *Proc. Natl. Acad. Sci. USA* 106, 9304-9309. 10.1073/pnas.090145210619470484PMC2695086

[BIO046789C24] LiH., HandsakerB., WysokerA., FennellT., RuanJ., HomerN., MarthG., AbecasisG. and DurbinR. and 1000 Genome Project Data Processing Subgroup (2009b). The sequence alignment/map format and SAMtools. *Bioinformatics* 25, 2078-2079. 10.1093/bioinformatics/btp35219505943PMC2723002

[BIO046789C25] LiY., ZhangQ., Carreira-RosarioA., MainesJ. Z., McKearinD. M. and BuszczakM. (2013). Mei-p26 cooperates with Bam, Bgcn and Sxl to promote early germline development in the Drosophila ovary. *PLoS ONE* 8, e58301 10.1371/journal.pone.005830123526974PMC3603962

[BIO046789C26] LillyM. A., de CuevasM. and SpradlingA. C. (2000). Cyclin A associates with the fusome during germline cyst formation in the Drosophila ovary. *Dev. Biol.* 218, 53-63. 10.1006/dbio.1999.957010644410

[BIO046789C27] LinH. and SpradlingA. C. (1997). A novel group of pumilio mutations affects the asymmetric division of germline stem cells in the Drosophila ovary. *Development* 124, 2463-2476.919937210.1242/dev.124.12.2463

[BIO046789C28] LinH., YueL. and SpradlingA. C. (1994). The Drosophila fusome, a germline-specific organelle, contains membrane skeletal proteins and functions in cyst formation. *Development* 120, 947-956.760097010.1242/dev.120.4.947

[BIO046789C29] LinG., ZhangX., RenJ., PangZ., WangC., XuN. and XiR. (2013). Integrin signaling is required for maintenance and proliferation of intestinal stem cells in Drosophila. *Dev. Biol.* 377, 177-187. 10.1016/j.ydbio.2013.01.03223410794

[BIO046789C30] LoedigeI., JakobL., TreiberT., RayD., StotzM., TreiberN., HennigJ., CookK. B., MorrisQ., HughesT. R.et al. (2015). The crystal structure of the NHL domain in complex with RNA reveals the molecular basis of drosophila brain-tumor-mediated gene regulation. *Cell Rep.* 13, 1206-1220. 10.1016/j.celrep.2015.09.06826527002

[BIO046789C31] LoveM. I., HuberW. and AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550 10.1186/s13059-014-0550-825516281PMC4302049

[BIO046789C32] McCarthyA., DeiulioA., MartinE. T., UpadhyayM. and RanganP. (2018). Tip60 complex promotes expression of a differentiation factor to regulate germline differentiation in female Drosophila. *Mol. Biol. Cell* 29, 2933-2945. 10.1091/mbc.E18-06-038530230973PMC6329907

[BIO046789C33] McKearinD. and OhlsteinB. (1995). A role for the Drosophila bag-of-marbles protein in the differentiation of cystoblasts from germline stem cells. *Development* 121, 2937-2947.755572010.1242/dev.121.9.2937

[BIO046789C34] McKearinD. M. and SpradlingA. C. (1990). bag-of-marbles: a Drosophila gene required to initiate both male and female gametogenesis. *Genes Dev.* 4, 2242-2251. 10.1101/gad.4.12b.22422279698

[BIO046789C35] McLarenA. (2001). Ethical and social considerations of stem cell research. *Nature* 414, 129 10.1038/3510219411689959

[BIO046789C36] MorrisonS. J. and SpradlingA. C. (2008). Stem cells and niches: mechanisms that promote stem cell maintenance throughout life. *Cell* 132, 598-611. 10.1016/j.cell.2008.01.03818295578PMC4505728

[BIO046789C37] MorrisonS. J., ShahN. M. and AndersonD. J. (1997). Regulatory mechanisms in stem cell biology. *Cell* 88, 287-298. 10.1016/S0092-8674(00)81867-X9039255

[BIO046789C38] NeumüllerR. A., BetschingerJ., FischerA., BushatiN., PoernbacherI., MechtlerK., CohenS. M. and KnoblichJ. A. (2008). Mei-P26 regulates microRNAs and cell growth in the Drosophila ovarian stem cell lineage. *Nature* 454, 241-245. 10.1038/nature0701418528333PMC2988194

[BIO046789C39] NeumüllerR. A., RichterC., FischerA., NovatchkovaM., NeumüllerK. G. and KnoblichJ. A. (2011). Genome-wide analysis of self-renewal in drosophila neural stem cells by transgenic RNAi. *Cell Stem Cell* 8, 580-593. 10.1016/j.stem.2011.02.02221549331PMC3093620

[BIO046789C40] NiJ.-Q., ZhouR., CzechB., LiuL.-P., HolderbaumL., Yang-ZhouD., ShimH.-S., TaoR., HandlerD., KarpowiczP.et al. (2011). A genome-scale shRNA resource for transgenic RNAi in Drosophila. *Nat. Methods* 8, 405-407. 10.1038/nmeth.159221460824PMC3489273

[BIO046789C41] NikiY. and MahowaldA. P. (2003). Ovarian cystocytes can repopulate the embryonic germ line and produce functional gametes. *Proc. Natl. Acad. Sci. USA* 100, 14042-14045. 10.1073/pnas.223559110014610282PMC283542

[BIO046789C42] OhlsteinB. and McKearinD. (1997). Ectopic expression of the Drosophila Bam protein eliminates oogenic germline stem cells. *Development* 124, 3651-3662.934205710.1242/dev.124.18.3651

[BIO046789C43] OtaR., MoritaS., SatoM., ShigenobuS., HayashiM. and KobayashiS. (2017). Transcripts immunoprecipitated with Sxl protein in primordial germ cells of Drosophila embryos. *Dev. Growth Differ.* 59, 713-723. 10.1111/dgd.1240829124738

[BIO046789C44] ParisiM. J., DengW., WangZ. and LinH. (2001). The arrest gene is required for germline cyst formation during Drosophila oogenesis. *Genesis* 29, 196-209. 10.1002/gene.102411309853

[BIO046789C45] PerrimonN., MohlerD., EngstromL. and MahowaldA. P. (1986). X-Linked female-sterile loci in Drosophila melanogaster. *Genetics* 113, 695-712.308987010.1093/genetics/113.3.695PMC1202863

[BIO046789C46] PhamT. V. and JimenezC. R. (2012). An accurate paired sample test for count data. *Bioinformatics* 28, i596-i602. 10.1093/bioinformatics/bts39422962487PMC3436821

[BIO046789C47] R Core Team (2014). R: The R Project for Statistical Computing. Online available at: https://www.r-project.org/.

[BIO046789C48] RioD. C., AresM., HannonG. J. and NilsenT. W. (2010). Purification of RNA using TRIzol (TRI reagent). *Cold Spring Harb. Protoc.* 2010, pdb.prot5439 10.1101/pdb.prot543920516177

[BIO046789C49] RobinsonJ. T., ThorvaldsdóttirH., WincklerW., GuttmanM., LanderE. S., GetzG. and MesirovJ. P. (2011). Integrative genomics viewer. *Nat. Biotechnol.* 29, 24-26. 10.1038/nbt.175421221095PMC3346182

[BIO046789C50] RuedenC. T., SchindelinJ., HinerM. C., DeZoniaB. E., WalterA. E., ArenaE. T. and EliceiriK. W. (2017). ImageJ2: ImageJ for the next generation of scientific image data. *BMC Bioinformatics* 18, 529 10.1186/s12859-017-1934-z29187165PMC5708080

[BIO046789C51] SanchezC. G., TeixeiraF. K., CzechB., PreallJ. B., ZampariniA. L., SeifertJ. R. K., MaloneC. D., HannonG. J. and LehmannR. (2016). Regulation of ribosome biogenesis and protein synthesis controls germline stem cell differentiation. *Cell Stem Cell* 18, 276-290. 10.1016/j.stem.2015.11.00426669894PMC4744108

[BIO046789C52] SchindelinJ., Arganda-CarrerasI., FriseE., KaynigV., LongairM., PietzschT., PreibischS., RuedenC., SaalfeldS., SchmidB.et al. (2012). Fiji: an open-source platform for biological-image analysis. *Nat. Methods* 9, 676-682. 10.1038/nmeth.201922743772PMC3855844

[BIO046789C53] SchupbachT. and WieschausE. (1991). Female sterile mutations on the second chromosome of drosophila melanogaster. II. mutations blocking oogenesis or altering egg morphology*. Genetics* 129, 1119-1136.178329510.1093/genetics/129.4.1119PMC1204776

[BIO046789C54] SgromoA., RaischT., BackhausC., KeskenyC., AlvaV., WeichenriederO. and IzaurraldeE. (2018). Drosophila Bag-of-marbles directly interacts with the CAF40 subunit of the CCR4-NOT complex to elicit repression of mRNA targets. *RNA* 24, 381-395. 10.1261/rna.064584.11729255063PMC5824357

[BIO046789C55] ShannonP., MarkielA., OzierO., BaligaN. S., WangJ. T., RamageD., AminN., SchwikowskiB. and IdekerT. (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. *Genome Res.* 13, 2498-2504. 10.1101/gr.123930314597658PMC403769

[BIO046789C82] Shapiro-KulnaneL., SmolkoA. E. and SalzH. K. (2015). Maintenance of Drosophila germline stem cell sexual identity in oogenesis and tumorigenesis. *Development* 142, 1073-1082. 10.1242/dev.11659025758221PMC4360176

[BIO046789C56] ShenR., WengC., YuJ. and XieT. (2009). eIF4A controls germline stem cell self-renewal by directly inhibiting BAM function in the Drosophila ovary. *Proc. Natl. Acad. Sci. USA* 106, 11623-11628. 10.1073/pnas.090332510619556547PMC2710669

[BIO046789C57] SiddiquiN. U., LiX., LuoH., KaraiskakisA., HouH., KislingerT., WestwoodJ. T., MorrisQ. and LipshitzH. D. (2012). Genome-wide analysis of the maternal-to-zygotic transition in Drosophila primordial germ cells. *Genome Biol.* 13, R11 10.1186/gb-2012-13-2-r1122348290PMC3334568

[BIO046789C58] SingecI., JandialR., CrainA., NikkhahG. and SnyderE. Y. (2007). The leading edge of stem cell therapeutics. *Annu. Rev. Med.* 58, 313-328. 10.1146/annurev.med.58.070605.11525217100553

[BIO046789C59] SlaidinaM. and LehmannR. (2014). Translational control in germline stem cell development. *J. Cell Biol.* 207, 13-21. 10.1083/jcb.20140710225313405PMC4195835

[BIO046789C60] SongX., ZhuC.-H., DoanC. and XieT. (2002). Germline stem cells anchored by adherens junctions in the Drosophila ovary niches. *Science* 296, 1855-1857. 10.1126/science.106987112052957

[BIO046789C61] SongX., WongM. D., KawaseE., XiR., DingB. C., McCarthyJ. J. and XieT. (2004). Bmp signals from niche cells directly repress transcription of a differentiation-promoting gene, bag of marbles, in germline stem cells in the Drosophila ovary. *Development* 131, 1353-1364. 10.1242/dev.0102614973291

[BIO046789C62] SpradlingA., FullerM. T., BraunR. E. and YoshidaS. (2011). Germline stem cells. *Cold Spring Harb. Perspect. Biol.* 3, a002642 10.1101/cshperspect.a00264221791699PMC3220357

[BIO046789C63] StaabS., HellerA. and Steinmann-ZwickyM. (1996). Somatic sex-determining signals act on XX germ cells in Drosophila embryos. *Development* 122, 4065-4071.901252610.1242/dev.122.12.4065

[BIO046789C64] SzakmaryA., CoxD. N., WangZ. and LinH. (2005). Regulatory relationship among piwi, pumilio, and bag-of-marbles in Drosophila germline stem cell self-renewal and differentiation. *Curr. Biol.* 15, 171-178. 10.1016/j.cub.2005.01.00515668175

[BIO046789C65] TanentzapfG., DevenportD., GodtD. and BrownN. H. (2007). Integrin-dependent anchoring of a stem-cell niche. *Nat. Cell Biol.* 9, 1413-1418. 10.1038/ncb166017982446PMC3529653

[BIO046789C66] TaucH. M., TasdoganA., MeyerP. and PandurP. (2017). Nipped-A regulates intestinal stem cell proliferation in Drosophila. *Development* 144, 612-623. 10.1242/dev.14270328196804

[BIO046789C67] VinayagamA., HuY., KulkarniM., RoeselC., SopkoR., MohrS. E. and PerrimonN. (2013). Protein complex-based analysis framework for high-throughput data sets. *Sci. Signal.* 6, rs5 10.1126/scisignal.200362923443684PMC3756668

[BIO046789C68] WangZ. and LinH. (2004). Nanos maintains germline stem cell self-renewal by preventing differentiation. *Science* 303, 2016-2019. 10.1126/science.109398314976263

[BIO046789C69] WangZ. and LinH. (2007). Sex-lethal is a target of Bruno-mediated translational repression in promoting the differentiation of stem cell progeny during Drosophila oogenesis. *Dev. Biol.* 302, 160-168. 10.1016/j.ydbio.2006.09.01617067567PMC1904479

[BIO046789C70] WangH., SinghS. R., ZhengZ., OhS.-W., ChenX., EdwardsK. and HouS. X. (2006). Rap-GEF signaling controls stem cell anchoring to their niche through regulating DE-cadherin-mediated cell adhesion in the Drosophila testis. *Dev. Cell* 10, 117-126. 10.1016/j.devcel.2005.11.00416399083

[BIO046789C71] WattF. M. and DriskellR. R. (2010). The therapeutic potential of stem cells. *Philos. Trans. R. Soc. B Biol. Sci.* 365, 155-163. 10.1098/rstb.2009.0149PMC284269720008393

[BIO046789C72] WeiG., OliverB., PauliD. and MahowaldA. P. (1994). Evidence for sex transformation of germline cells in ovarian tumor mutants of Drosophila. *Dev. Biol.* 161, 318-320. 10.1006/dbio.1994.10328293883

[BIO046789C73] XiR., DoanC., LiuD. and XieT. (2005). Pelota controls self-renewal of germline stem cells by repressing a Bam-independent differentiation pathway. *Development* 132, 5365-5374. 10.1242/dev.0215116280348

[BIO046789C74] XieT. (2013). Control of germline stem cell self-renewal and differentiation in the Drosophila ovary: concerted actions of niche signals and intrinsic factors. *Wiley Interdiscip. Rev. Dev. Biol.* 2, 261-273. 10.1002/wdev.6024009036

[BIO046789C75] XieT. and SpradlingA. C. (1998). decapentaplegic is essential for the maintenance and division of germline stem cells in the Drosophila ovary. *Cell* 94, 251-260. 10.1016/S0092-8674(00)81424-59695953

[BIO046789C76] XieT. and SpradlingA. C. (2000). A niche maintaining germ line stem cells in the Drosophila ovary. *Science* 290, 328-330. 10.1126/science.290.5490.32811030649

[BIO046789C77] YanD., NeumüllerR. A., BucknerM., AyersK., LiH., HuY., Yang-ZhouD., PanL., WangX., KelleyC.et al. (2014). A regulatory network of Drosophila germline stem cell self-renewal. *Dev. Cell* 28, 459-473. 10.1016/j.devcel.2014.01.02024576427PMC3998650

[BIO046789C78] ZengX., HanL., SinghS. R., LiuH., NeumüllerR. A., YanD., HuY., LiuY., LiuW., LinX.et al. (2015). Genome-wide RNAi screen identifies networks involved in intestinal stem cell regulation in Drosophila. *Cell Rep.* 10, 1226-1238. 10.1016/j.celrep.2015.01.05125704823PMC4420031

[BIO046789C79] ZhuC.-H. and XieT. (2003). Clonal expansion of ovarian germline stem cells during niche formation in Drosophila. *Development* 130, 2579-2588. 10.1242/dev.0049912736203

How the deposited data were processed for this re-analysis (not part of the article)

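RNA-seq compared sorted germ cells of 3 *bam-/-* and 3 *vas*-GFP samples. RIP-seq compared 3 immunoprecipitations of Bam-GFP with 3 of GFP alone. Samples were grouped by the condition and replicate number in their labels.

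For RNA-seq, the authors aligned the reads with STAR, counted them per gene with HTSeq and ran DESeq2. The authors' deposited table holds their comparison for 6555 genes, with the mean normalized signal over all libraries, the log2 fold change and its standard error, the Wald score, and the p-value and adjusted p-value. It holds no values of single libraries. The planned fit of counts, its alternatives, the replicates left out in turn and the set tests on RNA-seq could therefore not be run, and the depth of each RNA-seq library is unknown. A p-value matched the Wald score of its gene, and the Wald score is positive where a gene is higher in *vas*-GFP. The Wald log2 fold change used here is the score times the standard error with the sign changed. It lies a median of 1.05 below the log2 fold change column of the authors' deposited table, and results are given by both where they differ. Because the table lists selected genes only, a gene outside it cannot be called unchanged.

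For RIP-seq, the authors deposited raw counts per gene from HTSeq with a signed fold-change score and an unadjusted p-value of their paired test. Of 17737 genes, 10971 had at least 1 count in any library and were tested. Another 5 lines of the table name no gene and were left out. Counts on genes ranged from 7697440 to 12704088 per library. Counts were normalized with TMM, whose factors ranged from 0.8073 to 1.13, and fitted with edgeR's quasi-likelihood test in its robust form, with the replicate number as a block and Benjamini-Hochberg adjustment over all tested genes. Deviations of libraries with the same number from their group correlated by −0.12, 0.14 and −0.033 across 7274 genes, so that the numbers did not pair the samples. The block was kept because the paper used a paired test. Standard errors of log2 fold changes were derived from the F statistic. CPM were calculated with TMM factors. A group with 3 or fewer counts in each library was taken as at the floor, for which folds are given as lower bounds only. HTSeq counts of unstranded reads can be uncertain for overlapping genes.

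The fit was tested on simulated data with 10971 genes, of which 200 were changed. It called 97 of these at an adjusted p under 0.05, among them 52 of the 71 changed by 3 on the log2 scale, and 4 unchanged genes. Of the unchanged genes, 2.95% had an unadjusted p under 0.05. The simulated counts were drawn independently for each gene and library from the fitted dispersions, without replicate effects or correlation between genes. These error rates therefore do not cover shared structure in the real libraries, such as their trends with gene length.

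Alternatives for RIP-seq were RLE size factors, library size only, DESeq2's Wald test, edgeR's filter on low counts, at least 10 counts in every library, no replicate block and each replicate left out in turn. Library totals with reads aligned to several places, the log2 fold change column in RNA-seq and most alternatives for the overlaps were added after the data were seen.

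The overlaps were counted over genes with the same identifier, and 6472 of the listed RNA-seq genes were in the RIP-seq table. Fisher's exact test was two-sided. The 10000 random draws took genes of like abundance in RIP-seq. Named genes were every gene that the paper names at a result of these experiments, in Table 1 and in the legends of Fig. 3 and Fig. 4, and in each experiment the 5 genes with the largest positive and the 5 with the largest negative change among separated and sufficiently counted genes. For RNA-seq, which has no values per library, these were taken from all listed genes. *bgcn*, at the floor in both groups, was left out of the RIP-seq alternatives. Lists of genes were read from the paper, and lists of markers were written for follicle cells, muscle sheath, hemocytes and fat body, escort and niche cells, late germline, testis and cytoplasmic ribosomal proteins. The marker lists were tested in RIP-seq with limma's camera at an inter-gene correlation of 0.01 and with fry, on log2 CPM with a prior count of 2. Coordinates are those of the Release 6 assembly in the reference annotation, where 17599 of the RIP-seq identifiers have a symbol.

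The analyses used R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. Network complexes, germ cell lists of other studies, the RNAi phenotypes and immunostainings were not analysed here.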

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

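All tests in this part were chosen after the results were seen.

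The authors' deposited RNA-seq table holds 955 genes whose direction differs between the log2 fold change column and the Wald statistic, a difference within the table that the paper does not report. The column lay a median of 1.05 above the Wald log2 fold change, which is consistent with a difference in scaling shared by most genes. The distance was under 0.9 in 164 genes, 150 of them with a mean normalized count under 100, and the median Wald log2 fold change of these 150 was 5.99. For *Cyp4p2* the column even lay below the Wald log2 fold change. Shrinkage that grows with the size of the change is argued against as the source of the opposite signs only, since these genes changed little and the median distance was also 1.05 among the 662 genes with a Wald log2 fold change under 0.5 in size. Which of both scalings is closer to the amounts of RNA per cell cannot be decided without values of single libraries. No biological explanation was tested.

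Of the 24 follicle cell markers, 22 were higher in Bam-GFP than in the GFP control, with a median log2 fold change of 1.31. These are genes of somatic cells, which the paper does not discuss in RIP-seq. The exceptions were *Fas3* (−0.51) and *slbo* (−0.04), and *Yp1* was nearly level (0.06). The most abundant markers were *Vm34Ca*, with 4444 against 747 CPM, and *dec-1*, with 4179 against 552 CPM. With camera the adjusted p of the list was 2.53e-13, and with fry it was 0.0139. Of the other lists, only the ribosomal proteins (median −0.30) had an adjusted p under 0.05 with camera (0.00794), which did not hold under fry (0.399) or without the replicate block (0.13). The adjusted p with camera was 0.0856 for muscle sheath, 0.175 for testis, 0.298 for hemocyte and fat body, 0.37 for late germline and 0.935 for escort and niche cells. Ovaries contain follicle cells in both groups, so that all 24 markers belong to the studied tissue.

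A lower share of germ cells in the Bam-GFP lysates stays open as the source of the follicle signal, since the other somatic lists disagreed. The median log2 fold change was −0.628 for the muscle sheath markers, with 2 of 12 higher. Over all tested genes it was 0.688 for escort and niche cells (6 of 9 higher) and 1.18 for hemocyte and fat body (6 of 10 higher). These medians include genes with few counts. Among the genes kept by edgeR's filter on low counts, which camera used, it was 0.621 for 4 escort and niche cell genes (3 higher). For 5 hemocyte and fat body genes it was −0.1 there (1 higher). None of these lists had an adjusted p under 0.05 with camera. Gene length, taken as the span in the reference annotation with introns, is argued against as the source of the follicle signal. The length of the mature transcripts was not tested. After the median of genes of like length was subtracted, the follicle cell markers had a median of 1.49 and 23 of 24 were higher. Scaling is argued against because the median with library size only was 1.09. More RNA of follicle cells in the Bam-GFP lysates stays open as a candidate explanation, for which the 22 higher markers are no separate test, since they raised the question. A different share of egg chamber stages between both lines and binding of these transcripts to Bam-GFP were not tested, since no input RNA was analysed. Without the replicate block, 1 of the 10 splits of the libraries, the real one, gave a camera p as small for this list (7.29e-13). The smallest p of the other splits was 3.39e-07, and with 10 splits chance cannot be ruled out.

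In RNA-seq, 20 of the 24 follicle cell markers were listed, and all 20 were lower in *bam-/-* by both columns, with a median Wald log2 fold change of −6.21 (Fisher's exact test over listed genes, which are not independent, two-sided p = 8.76e-08). The cells had been sorted as germ cells, and the paper does not discuss these genes. RNA of follicle cells in the *vas*-GFP libraries is a candidate explanation, for which the 20 lower markers are no separate test. The 5 listed muscle sheath markers were higher in *bam-/-*, with a median of 2.00. This argues only against an equal rise of all somatic RNA in the *vas*-GFP libraries. A lower share of germ cells there stays open, since follicle cells alone could lower that share whatever the muscle sheath markers did. Of the other lists, 3 of 5 hemocyte and fat body genes, 9 of 12 late germline genes and 7 of 7 testis genes were higher, and 6 of 9 escort and niche cell genes were lower. A difference in stage between *bam-/-* ovaries, which lack later egg chambers, and control ovaries was not tested and stays open.

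Of the 79 listed genes for cytoplasmic ribosomal proteins, 76 were lower in *bam-/-* by the Wald statistic, with a median log2 fold change of −1.66. The paper does not discuss them. By the log2 fold change column 75 were lower, so that a difference in scaling shared by most genes is argued against as the whole cause. Neither a difference in translation between germ cells of both genotypes nor RNA of follicle cells in the *vas*-GFP libraries was tested as a source. Both stay open.

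At an adjusted p under 0.05, 52 transcripts were lower in Bam-GFP than in the GFP control, which the paper does not discuss. No cause was tested for them.

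In RIP-seq, 25 transcripts had 3 or fewer counts in every library of 1 group and at least 10 in every library of the other. Of these, 15 were at the floor in Bam-GFP and 10 in the GFP control. The other 9 splits gave 4 to 17 such transcripts. *Cyp4p2* was at least 79.2-fold lower and *Dscam4* at least 33.5-fold lower in Bam-GFP, whereas *dao* was at least 22.1-fold and *lncRNA:CR43960* at least 17.8-fold higher. Differences between the fly lines at single loci may contribute, but the 13 transcripts that are also in the RNA-seq table leave this open. Of these, all 5 lower in Bam-GFP and 6 of the 8 higher in Bam-GFP were higher in *bam-/-*.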

How the results depend on the processing

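The test on other splits of the libraries was chosen after the results were seen. The alternatives were set before the data were examined, apart from those named as added later, which include fry and the fit without the replicate block for the marker lists in RIP-seq.

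Of 751 values of the 77 named RIP-seq genes under the alternatives, 671 kept their direction and side of the threshold, 39 were weaker, 6 stronger and 35 reversed. None of the reversed values had an adjusted p under 0.05, and their causes were not tested. With library size only, *vas*, *uri* and *gcl* reversed to −0.21, −0.13 and −0.12. With RLE size factors and with DESeq2, *wit* reversed to 0.0160 and 0.0162. Without the replicate block, *wit* was at 0.0123, *NHP2* at 0.10 and *dpp* at −0.58. With library totals that include reads aligned to several places, the reversed values were 0.0510 for *Ank*, 0.0467 for *CycA*, 0.109 for *wit*, 0.0546 for *bun*, 0.0918 for *NHP2*, 0.0206 for *Bx42* and 0.0166 for *Rap1*. With each replicate left out in turn, *vas* ranged from −0.0758 to 0.135, *hts* from −0.0392 to 0.476, *Ank* from −0.188 to 0.0546, *CycA* from −0.181 to 0.0591, *dpp* from −0.556 to 2.39, *wit* from −0.0514 to 0.0224, *gbb* from −3.04 to 0.358, *put* from −0.511 to 0.122, *bun* from −0.287 to 0.212, *NHP2* from −0.668 to 0.445, *mRpL44* from −0.119 to 1.24, *CG11436* from −1.51 to 0.171, *if* from −0.0391 to 0.905, *Nipped-B* from −0.555 to 0.0741, *Bx42* from −0.404 to 0.181, *Rap1* from −0.413 to 0.239, *uri* from −0.0947 to 0.266 and *gcl* from −0.0899 to 0.265.

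At an unadjusted p under 0.05, 367 transcripts were enriched with library size only against 608, and no other alternative moved this number past 1.5 times. At an adjusted p under 0.05 the number moved from 189 to 108 with library size only and to 304 with DESeq2. With edgeR's filter on low counts it was 102, and with at least 10 counts in every library it was 100. The filters test fewer genes. However, 166 of the 189 had at least 10 counts in every library, so that removed genes alone do not account for the 100. The number at an adjusted p under 0.05 ranged from 55 to 121 across the 3 fits that each left out one replicate. These fits had fewer samples. The number with a positive log2 fold change fell from 5246 to 3451 with edgeR's filter and to 2989 with at least 10 counts in every library, since fewer genes were tested. Without the replicate block the numbers were 790 at the unadjusted and 227 at the adjusted p, and 5371 with a positive log2 fold change. For library size only, for DESeq2 and for the filters at the adjusted p the cause was not tested.

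Transcripts with a positive log2 fold change that were also upregulated in *bam-/-* numbered 880 with at least 10 counts in every library, where fewer genes were tested, against 1475. Among alternatives added after seeing the data, library size only gave 240 enriched transcripts at an unadjusted p under 0.05 that were also differentially regulated, against 397, and 88 that were also upregulated, against 152. The latter ranged from 99 to 148 with each replicate left out in turn. The causes were not tested. The authors' deposited table held 822 enriched transcripts at P under 0.05 with at least 10 counts in every library, against 1526.

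The log2 fold change column, an alternative added after seeing the data, gave 2484 genes upregulated by more than 2 and 688 downregulated in place of 1410 and 1159, since it lay a median of 1.05 above the Wald log2 fold change. Of 75 named RNA-seq genes, 10 reversed with it. The column gave 0.65 for *pum*, 0.27 for *alpha-Spec*, 0.24 for *beta-Spec*, 0.49 for *Ank*, 0.60 for *tra2*, 0.34 for *tkv*, 0.45 for *put*, 0.63 for *CG11436*, 0.23 for *brm* and 0.51 for *AGO1* in the authors' deposited table.

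The share of RIP-seq genes with a positive log2 fold change was 47.8%, 38.7% with library size only and 53.1% with totals that include reads aligned to several places, an alternative added later. The median over all genes was −0.05, −0.26 and 0.07 in turn, so that small changes in RIP-seq depend on the scaling. The 10 splits of the libraries were compared without the replicate block, an alternative added later for them, because with the block 6 of them rest on 1 pair of libraries each. The real split gave 790 enriched transcripts at an unadjusted and 227 at an adjusted p under 0.05, and the others at most 685 and 116 in 1 direction, so that 1 of the 10 splits gave as many. For transcripts on the larger side of 0, 8 of the 10 splits gave as many. For transcripts also differentially regulated it was 1 split (473, at most 429 in the others), and for those also upregulated 2 of the 10 splits (200, at most 221 in the others). With the block, the real split was compared with the other splits that part all 3 pairs, and 1 of these 4 splits gave as many transcripts in each comparison, except on the larger side of 0, where all 4 did. With 10 splits, chance cannot be excluded at the level of 0.05.

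Alternatives that were set for RNA-seq were not run, because no values of single libraries are in the table. These were RLE size factors, library size only, an own DESeq2 fit, other filters, an adjusted p under 0.05, the replicate block and each replicate left out. For the same reason the overlaps with DESeq2 in both experiments and with another adjusted p, limma on normalized values, and set tests on RNA-seq were not run. In RIP-seq *bgcn* was at the floor in both groups, and the cause of its low counts was not tested.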

Differences from the paper's values

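The lowest Wald log2 fold change was −10.6 against the paper's −9, and the highest was 12.0 against the paper's 11. None of the alternatives set before the data were examined could be run on this table. With the log2 fold change column, chosen after seeing the values, the lowest was −9.55 and the highest 11.6, which closed the gap.

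In RIP-seq, 608 transcripts were enriched at an unadjusted p under 0.05 against the paper's 1526. Under the alternatives set before the data were examined the number ranged from 367 to 790, and none closed the gap. With at least 10 counts in every library, 494 transcripts were enriched against the paper's 822, which no alternative was run to close. Of the enriched transcripts, 397 were also differentially regulated against the paper's 847, and 152 were also upregulated against the paper's 524. With at least 10 counts in every library these were 333 and 123, and without the replicate block 473 and 200, so that neither of the alternatives set before the data were examined closed the gap. Those added after seeing the values ranged from 240 to 469 and from 88 to 207 and did not close it either. The overlaps made from the authors' deposited table alone were 847 and, with the log2 fold change column, 524.

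The paper describes *pum*, the spectrins and ankyrin, *tra2*, *tkv* and *put* as upregulated in *bam-/-*, and lists *brm* and *AGO1* in Table 1 as higher. Their Wald log2 fold changes were −0.40 for *pum*, −0.78 for *alpha-Spec*, −0.81 for *beta-Spec*, −0.56 for *Ank*, −0.45 for *tra2*, −0.72 for *tkv*, −0.60 for *put*, −0.82 for *brm* and −0.54 for *AGO1*. With the log2 fold change column, chosen after seeing the values, all of them were positive. The paper's numbers of up- and downregulated genes are those of the Wald statistic, and its directions for these genes are those of the column.

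The paper gives the transcripts of Table 1 as significantly bound to Bam-GFP, *mei-P26* among them. In edgeR's quasi-likelihood test 14 of the 26 had an unadjusted p under 0.05, and 1 of them, *mud*, an adjusted p under 0.05. *brm*, with an adjusted p of 0.103, had one of 0.0303 and *Plp*, with 0.0679, one of 0.0194 as the lowest over the alternatives. The adjusted p of *mei-P26* ranged from 0.319 to 0.95. For *bru1*, which the paper calls significantly enriched at P under 0.05, the unadjusted p from edgeR's quasi-likelihood test was also under 0.05 (0.033). Its adjusted p of 0.417 ranged from 0.19 to 0.95.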

Other observations

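All tests in this part were chosen after the results were seen.

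Listed RNA-seq genes were nearly absent around a Wald log2 fold change of −1.05. From −1.15 to −0.95 lay 1 gene, 0.36% of the 278 from 0.95 to 1.15, while the narrower bins from −0.8 to −0.7 and from −1.5 to −1.4 held 161 and 113. A threshold on the adjusted p alone is argued against, since 1011 genes with a lower p than the last listed gene are outside the table. A selection in which a gene also had to differ from 0 in the log2 fold change column stays open, since the 0.36% is the pattern itself and no separate test of it. No biological explanation was tested.

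The authors' RIP-seq fold changes lay above those over gene counts by a median of 0.343 on the log2 scale. The distance was −0.0015 (SD 0.03) from a mean ratio over library totals that include reads aligned to several places, which suggests that such totals were used.

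Longer genes were higher in Bam-GFP. Gene length is the span from start to end in the reference annotation, introns included, so that the length of the mature transcript was not tested. Spearman's rho across 7191 genes, which are not independent, was 0.22 and ranged from 0.14 to 0.23 with each replicate left out. The median log2 fold change was −0.21 in the shortest and 0.26 in the longest of 5 equally large groups of genes ranked by length. The 181 enriched transcripts at an adjusted p under 0.05 with a known length had a median gene length of 11778 bases against 2955 for all. A candidate explanation is a length bias that varies between libraries, since rho between length and abundance relative to the other libraries was 0.2, −0.26 and 0.3 in the Bam-GFP libraries and −0.2, −0.29 and 0.071 in the controls. The genes of the Table 1 transcripts had a median length of 10483 bases. After genes of like length were subtracted their median log2 fold change was 0.627 and all 26 stayed higher, but the study chose them on these libraries.

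Transcripts enriched at an unadjusted p under 0.05 were differentially regulated in *bam-/-* in 65.3% of cases against 53.5% of all tested genes. Draws of like abundance shared 399.5 genes on average against 397, which is consistent with abundance as the source of the excess. At an adjusted p under 0.05, 37 of 189 enriched transcripts were upregulated in *bam-/-*, and 27 of 10000 draws shared as few (mean 53.68), so that abundance is argued against as the source of this deficit. Downregulated genes made up 88 of the 189, where the draws gave 73.4 and 155 of 10000 as many. Without follicle cell markers they made up 75 of 172, where the draws gave 65.92 and 827 of 10000 as many. Whether follicle cell RNA or a broader relation is behind the excess of downregulated genes cannot be told apart, since the markers are a sample of follicle cell genes. Across 4678 genes in both experiments Spearman's rho of both log2 fold changes was −0.1.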
